# In vitro generation of functional murine heart organoids via FGF4 and extracellular matrix

**DOI:** 10.1038/s41467-020-18031-5

**Published:** 2020-09-03

**Authors:** Jiyoung Lee, Akito Sutani, Rin Kaneko, Jun Takeuchi, Tetsuo Sasano, Takashi Kohda, Kensuke Ihara, Kentaro Takahashi, Masahiro Yamazoe, Tomohiro Morio, Tetsushi Furukawa, Fumitoshi Ishino

**Keywords:** Cell biology, Developmental biology, Stem cells

## Abstract

Our understanding of the spatiotemporal regulation of cardiogenesis is hindered by the difficulties in modeling this complex organ currently by in vitro models. Here we develop a method to generate heart organoids from mouse embryonic stem cell-derived embryoid bodies. Consecutive morphological changes proceed in a self-organizing manner in the presence of the laminin-entactin (LN/ET) complex and fibroblast growth factor 4 (FGF4), and the resulting in vitro heart organoid possesses atrium- and ventricle-like parts containing cardiac muscle, conducting tissues, smooth muscle and endothelial cells that exhibited myocardial contraction and action potentials. The heart organoids exhibit ultrastructural, histochemical and gene expression characteristics of considerable similarity to those of developmental hearts in vivo. Our results demonstrate that this method not only provides a biomimetic model of the developing heart-like structure with simplified differentiation protocol, but also represents a promising research tool with a broad range of applications, including drug testing.

## Abstract (web summary)

Our understanding of the development of the heart has been limited by a lack of in vitro cellular models. Here, the authors treat mouse embryonic stem cell-derived embryoid bodies with laminin-entactin (to mimic the developing microenvironment) and FGF4 to form heart organoids, with atrial and ventricular-like parts.

## Introduction

Cardiogenesis—the process by which the heart develops during embryonic development—involves differentiation of diverse cell types, including atrial and ventricular muscle cells known as cardiomyocytes (CMs), specific myocytes constituting conducting tissue such as Purkinje fibers and smooth muscle (SM) cells, and nonmuscle cells including endothelial cells (ECs) and neuronal cells. It also encompasses the self-organization of the morphological changes needed to form the mature heart, including the formation of the heart tube, looping of the heart tube and formation of the chambered heart with atria and ventricles^1–5^. As such, the cardiogenic process is under tight spatiotemporal control. Many researchers have sought to develop an in vitro system that mimics in vivo cardiogenesis in order to better understand the function of heart, and provide technical advantages for drug testing and model for cardiac pathology including precardiac organoids with first heart field (FHF) and second heart field (SHF) contributing to cardiac development^6^. Also, the potential for making hearts from pluripotent stem cells were suggested^7^. Although cardiac cell differentiation protocols have been extensively developed, including in vitro CM differentiation from pluripotent stem cells (induced pluripotent stem cells (iPSCs) and embryonic stem cells (ESCs))^7–11^ and in vivo*/*in vitro direct reprogramming of CM-like cells from fibroblasts^12–14^, these protocols typically produce clumps of cardiac cells that do not closely resemble those of an in vivo heart, at least at the higher structural level. Although matrix rigidity-modulation enabled improved the contractile activity of cultured EBs, the efficiency of contracting EBs (15%) has remained low^15^. Recently, bioengineered chamber-specific human cardiac tissues from CMs have been successfully formed. However, three-dimensional (3D) heart organoid generation itself has been hampered by the structural complexity of the heart.

For 3D culture methods using ESCs or adult stem cells, ECMs including Matrigel and laminin were used for in vitro organogenesis, including the development of the brain^16^, stomach^17^, kidney^18^, and intestinal tissues^19^. FGF and FGFR1 are required for cardiac gene expression, particularly during SHF proliferation and chamber formation in cooperation with the Sonic hedgehog gene during heart development^20,21^. Therefore, it may be beneficial to consider the role of the extracellular matrix (ECM) environment and FGF signal, which may promote the self-organizing process reconstructing in vivo cardiogenesis. The mouse model system is effective because the embryonic period of mice is shorter than that of humans and advantageous because embryonic heart samples are easily obtained for comparison, and many ESC lines with mutations in genes related to heart development are available for comprehensive analysis.

Here, we report the generation of a heart organoid with atrium- and ventricle-like structures showing the ultrastructural, histochemical and gene expression profile similarities to embryonic hearts in the presence of the laminin-entactin (LN/ET) complex^22^ in the ECM and exogenous fibroblast growth factor 4 (FGF4)^20^ via consecutive morphological changes like self-organization and, therefore, without the requirement of complex differentiation protocols.

## Results

### FGF4 and LN/ET complex promote heart organoid generation

In vivo cardiogenesis occurs via consecutive morphological changes that include cardiac crescent formation on embryonic day 7.5 (E7.5), the beating heart tube derived from ECs and CMs (E8), the looping heart tube on E9.5 (with a beating force or outflow tract (OFT)) and formation of a four-chambered heart (right atrium, RA; left atrium, LA; right ventricle, RV and left ventricle, LV)^1–5^, exhibiting regionality starts around E10.5 and maturation becomes completed at E14.5 (Supplementary Fig. 1a).

We first thought to determine the minimal set of growth factors needed to promote cardiogenic differentiation in vitro and hypothesized FGF4 is important for a necessary condition for in vitro reconstruction of cardiogenesis, given that FGF and FGFR1 are required for heart development. Additionally, reanalysis of microarray data from Li et al.^23^, (GEO accession No. GDS5003) indicated that *Lama1*, *Lamb1*, *Lamc1*, and *Nid1* (entactin) are predominantly expressed in the embryonic heart (Supplementary Fig. 1b). Thus, we hypothesized that the presence of the LN/ET complex, containing laminin α1β1γ1 (laminin-111)^24^ from an Engelbreth−Holm−Swarm tumor, would provide an adequate ECM environment for heart formation.

To test whether the conditions that we selected were sufficient for in vitro heart development, we cultured intact embryoid bodies (EBs) derived from mouse ESCs (1000−5000 cells/EB) in the absence of leukemia inhibitory factor (LIF), in the presence of gelated LN/ET complex, which includes components of the ECM in connective tissue, and exogenous FGF4 for induction of initial CM proliferation and chamber formation by day 8. Also, given that BMPs play central roles in neural crest cells (NCCs) differentiation through the expression of neuronal-specific genes, such as *Phox2b*, *Ascl1/Mash1/Cash1*, *Phox2a*, *Gata2/3* and *Hand2*^25^, cardiac autonomic nerves might be formed in the presence of BMP4. Therefore, additional supplementation of 6′ bromoindirubin 3′ oxime (BIO, a Wnt activator), bone morphogenetic protein 4 (BMP4), and LIF from day 9 to day 13. Under nonembedded ECM conditions with exogeneous FGF4, EBs expectedly exhibited effective morphogenesis (Fig. 1a).

**Fig. 1:**
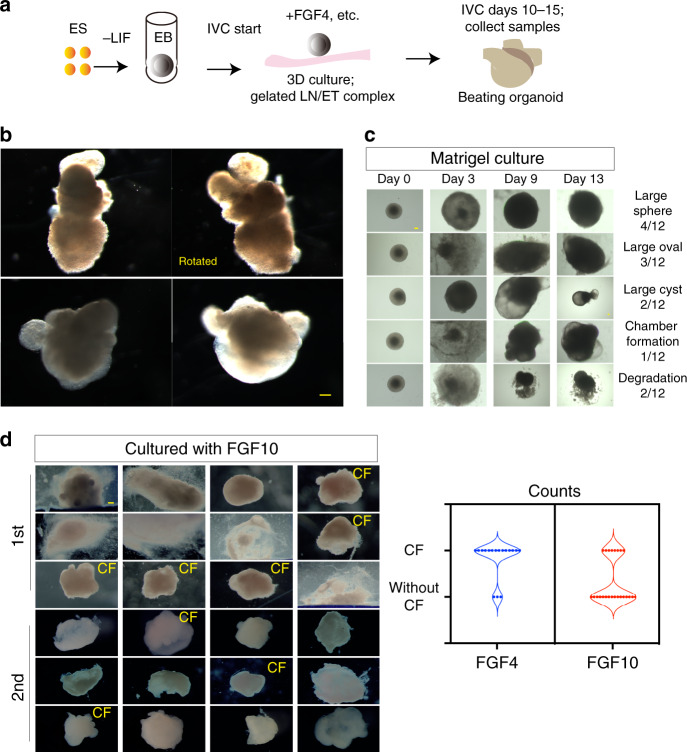
In vitro generation of developing heart-like structures. **a** Experimental scheme to generate heart organoid (HO)s in vitro. EBs derived from ESCs were transferred to gelated LN/ET complex-coated chamber slides with HO medium containing FGF4. IVC in vitro culture. **b** Three representative beating HOs with multiple chambers generated using the above culture system after culturing for 10−11 days (*n* = over 39, over six experiments). Scale bar: 100 μm. See also Supplementary Movie 1. **c** HOs tracking morphological changes over a time course during the culture with Matrigel. HOs were classified into four types according to their morphology (*n* = 12, two experiments). Chamber formation was hindered in the Matrigel culture. Scale bar: 100 μm. **d** Effect of FGF10 for HO formation. Twenty-four EBs were cultured with FGF10 instead of FGF4 on LN/ET complex (two experiments). Reduced efficiency (42%, *n* = 12 for the first experiment, and 25%, *n* = 12 for the second experiment) of chamber formation compared with the FGF4 condition (88%, *n* = 8 for the first experiment, and 78%, *n* = 9 for the second experiment) was shown after culturing for 15 days. Data are presented in a violin plot showing all points. Scale bar: 100 μm.

Beating heart organoids with multiple chambers (similar to embryonic hearts) were observed after the EBs had been cultured for more than 10 days (up to 15 days) under the above culture condition (Fig. 1b, Supplementary Movie 1). Motion vector prediction analysis of the generated heart organoids cultured for 6−7 days revealed typical contractile behavior with contraction and relaxation (Supplementary Fig. 1c) and an average beating rate of 95.4 beats/min (±12.6, *n* = 4). However, EBs cultured without the LN/ET complex failed to undergo morphological changes, such as the formation of heart tubes and chambered hearts (Supplementary Fig. 1d), suggesting that the LN/ET complex promotes a proper extracellular environment for heart development. EBs cultured with alternative ECM, Matrigel, also exhibited low efficiency of heart organoid generation with multiple chambers (8%, *n* = 12, Fig. 1c), suggesting that nonembedded LN/ET complex enables the decreased mechanical hindrance that would otherwise inhibit cellular movement and prevent adequate patterning and self-organization.

To test whether other FGF signals (i.e., FGF10 that facilitate the differentiation of CMs^26^) enable to generate heart organoid like FGF4, we applied FGF10 and FGF2 (bFGF) for heart organoid generation. FGF10 showed 42% (first experiment, 5/12) and 25% (second experiment, 3/12) of heart organoid generation efficiency (such as chamber formation, Fig. 1d), while FGF4 displayed 88% and 78% of heart organoid generation efficiency (Fig. 1d, right). In case of bFGF supplementation, heart organoid generation efficiency was 58% (7/12) comparable to 78% (7/9) of FGF4 (Supplementary Fig. 1e). These results may be explained by the fact that bFGF and FGF4 have high affinity for FGFR1(IIIc) but FGF10 does not have such affinity for FGFR1(IIIc)^20^. Therefore, we next determined whether FGF4-FGFR1 pathway is required for proper chamber formation in vitro culture system. Inactivation of FGFR1 with PD173074 (an FGFR1 inhibitor) prevented the cultured EBs from developing into heart organoids and resulted in excessive proliferation of monolayer cells, suggesting that the FGF4-FGFR1 pathway regulates the proliferative balance between CMs and other cells of the heart, including ECs, to ensure that the heart structure is organized correctly (Supplementary Fig. 1f, right).

The dramatic increase in the volume of the heart during development reflects the occurrence of myocyte mitosis in the embryonic heart. Notably, comparison between the cultured heart organoids (*n* = 84, all heart organoids; *n* = 65, looping heart tube or chamber formation + chamber formation) and embryonic hearts from E9.5 to E13.5 revealed that the heart organoids were larger than the embryonic hearts at E9.5 (Supplementary Fig. 2a). Although the sizes of generated heart organoids varied from 547 to 1957 μm, most heart organoids were over 700 μm (average = 835.1 μm, SEM = 29.9 μm, *n* = 65, Supplementary Fig. 2a, box plot). To determine whether the initial cell number was a limiting factor for effective heart organoid generation, we cultured EBs (*n* = 11) from a small number of ESCs (e.g., 500 cells). In these EBs, the size and beating ability of the resulting heart organoids significantly decreased, and the number of heart organoids present at the later morphogenetic steps (looping heart tube-like and chamber-like formation steps) was also reduced relative to that of heart organoids from EBs derived from 1000 to 5000 cells. This result implies that the numbers of initial ESCs and differentiated beating CMs are critical factors; specifically, impaired beating resulted from a reduced number of CMs and led to defective morphogenesis (Supplementary Fig. 2b–d).

Next, we investigated whether in vitro heart organoids faithfully exhibit cardiac properties. The ultrastructural and structural compartments of heart organoids, as well as their development, were evaluated through comparison with embryonic mouse hearts. Transmission electron microscopy revealed that the heart organoids exhibited the CM-like ultrastructures that appear during embryogenesis, including sarcomere structures with Z-bands, mitochondria, and desmosomes (Fig. 2a). Additionally, further distinctive characteristics, such as the honeycomb structure of the sarcoplasmic reticulum (SR) (Fig. 2b, left) and intercalated disc (ID, and especially wavy ventricular myocyte IDs; Fig. 2b, right)^4^, were observed in the heart organoids. The ID is a cardiac muscle-specific structure required for coordinated muscle contraction, indicating that these heart organoids might possess contractile cardiac muscle cell properties.

**Fig. 2:**
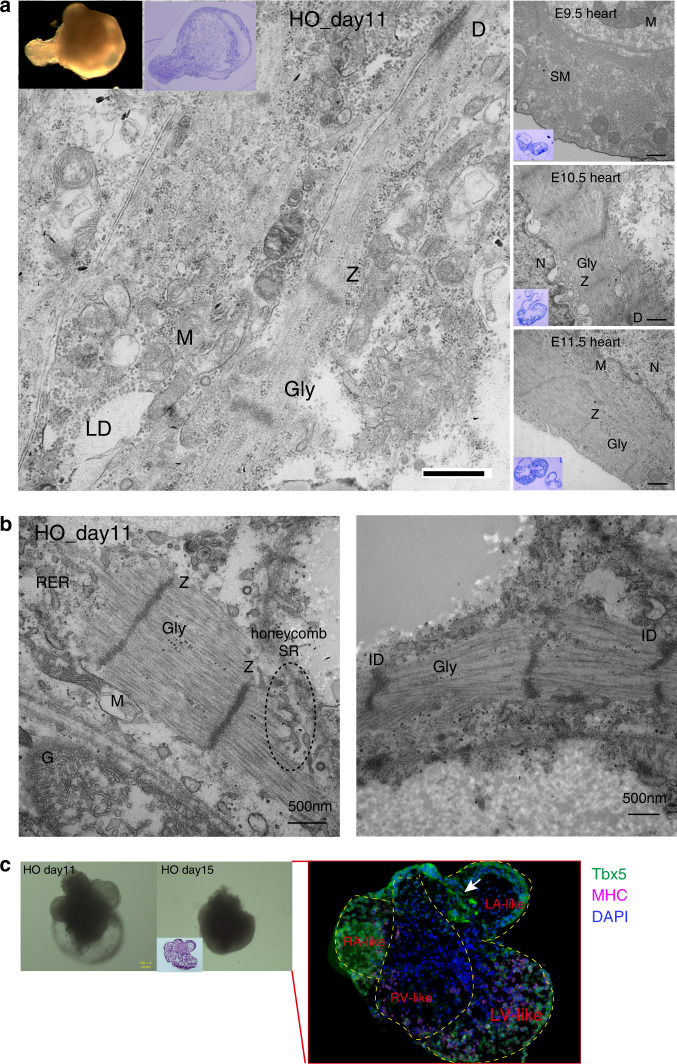
General features of heart organoid (HO)s. **a** Ultrastructural analysis of the HO (insets, left: whole HO, right: a section stained with toluidine blue). Transmission electron microscopy of CM-like ultrastructures containing myofibrils with Z-bands (Z), mitochondria (M), glycogen granules (Gly) in myofibrils, lipid droplet (LD) and desmosomes (D). Scale bar: 400 nm. *N* nucleus, SM smooth muscle. Over *n* = 5, over three experiments. **b** Transmission electron microscopy of honeycomb sarcoplasmic reticulum (SR) structure (left) and wavy intercalated disc (ID; right) in ultrathin sections of CMs in the HOs. RER ribosomal endoplasmic reticulum, G Golgi complex. Scale bar: 500 nm; over *n* = 4, over three experiments. **c** Immunostaining to detect Tbx5 (green) and MHC (pink) (over *n* = 7, two experiments). The HO at day 11 and at day 15 (left panel, bright field, scale bar: 100 μm). Inset indicates hematoxylin and eosin-staining. Tbx5 expression (green) was positive in the left atrium (LA)-, right atrium (RA)- and left ventricle (LV)-like parts, MHC expression (pink) was strongly expressed in both LV- and RV-like parts, and a Tbx5-positive atria/ventricle (A/V) cushion-like structure was also detected (arrow). DAPI (blue) for nuclear staining.

To confirm whether the heart organoids (Fig. 2c, left) expressed cardiac transcription factors (TFs) and/or structural genes expressed by the in vivo embryonic heart, we assessed the expression of T-box transcriptional factor 5 (Tbx5, an important marker for proper development of both atria and the LV^27–31^) and SM-myosin heavy chain (SM-MHC, an SM marker). Notably, the spatial pattern of Tbx5 expression in the heart organoids resembled that of in vivo embryonic hearts (E12.5H and E13.5H) after chamber formation (i.e., positive in the left atrium-, right atrium- and left ventricle-like parts) and also detected SM-MHC expression (Fig. 2c, right).

Taken together, these results suggested that FGF4 and the gelated LN/ET complex are required for effective in vitro generation of heart organoids with similar cardiac properties to those of embryonic hearts.

### Morphological changes during in vitro cardiogenesis process

Notably, the cell differentiation that occurred in the heart organoids reflected the morphogenetic changes during embryonic heart development in vivo. The formation of a cardiac-crescent-like structure, heart tube, and looping heart tube with chamber formation occurred in a defined order (Fig. 3a, top). The only exception was the appearance of a sphere with a bud (Sb), demonstrating a certain degree of polarity in in vitro cultured structure (Fig. 3a, bottom).

**Fig. 3:**
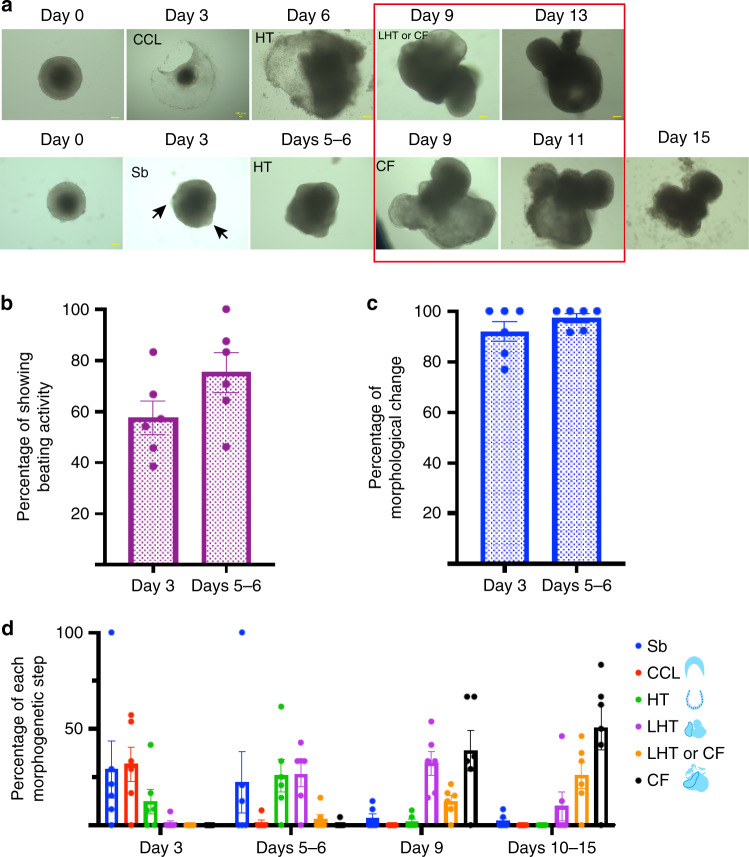
Different morphological stages during the in vitro cardiogenesis. **a** Heart organoid (HO) tracking over a time course (over *n* = 84, over six independent experiments). The cardiac-crescent-like structures (CCL, top) or sphere with buds (Sb; similar to a small heart tube with polarity, bottom) appeared within 3 days of culture. Arrows indicate buds in a Sb. These structures underwent continuous morphological changes into heart tubes (HT), looping heart tubes (LHT) and chambered hearts (scale bar: 100 µm). The HOs were classified as being in the cardiac-crescent-like, Sb, heart tube, looping heart tube, or chamber-formation (CF) stage. **b** Half of the cultured HOs showed spontaneous beating movement within 3 days of culture (57.6%). The number of beating HOs increased at day 6 (75.4%; *n* = 84, six independent experiments). See also Supplementary Movie 4. **c** Morphological changes in the EBs appeared within 3 days of culture. At day 3, EBs with a spherical shape prior to culture had transformed into cardiac-crescent-like structures or Sbs (92.0%). Most EBs showed morphological changes until day 6 (97.3%). **d** Frequency of HOs with certain morphological characteristics according to the culture period. The majority of the HOs were classified as being in the cardiac-crescent-like stage (red bar) at day 3 and transformed to the heart tube and looping heart tube stages (light green and purple, respectively, days 5−6), looping heart tube and chamber-formation stages (purple and black, respectively, day 9) and finally to the chamber-formation stage (black) at days 10−15. Data are presented as mean values ± SEM in (**b**–**d**).

At E8.0 ^1,3,5^, cardiac precursor cells from the FHF migrate to the midline to form a linear beating heart tube containing CMs. This process is consistent with the spontaneous beating movement detected in the cultured heart organoids on day 3 (57.6%) and on day 6 (75.4%), indicating that the heart organoids also have functional capacity (Fig. 3b and Supplementary Movie 2) during the early developmental stages.

In terms of morphogenesis, most (92.0%) sphere-shaped EBs exhibited morphological changes on day 3, including the development of cardiac-crescent-like structures from outgrowths of EBs (Fig. 3a, c, and Supplementary Movie 3). By day 6, nearly all (97.3%) EBs had completed these changes (Fig. 3a, c), and by days 10−15, had shifted to the heart tube/looping heart tube, looping heart tube/chamber and eventually to the chamber-formation stages, although approximately 20% of heart organoids exhibited Sb morphology that did not change by days 10−15. Most of the heart organoids that showed the heart tube morphology on days 5−6 proceeded to the looping heart tube structure (two ventricles) or chamber formation (ventricles and atria) by day 9. In the presence of FGF4, this developmental path of heart organoids resembled that of the embryonic heart in vivo (Fig. 3a, d).

Because FHF and SHF contribute to cardiac growth and morphogenesis^6^, it should be determined whether the heart organoids mimic heart development even from an early gestation stage in terms of specification of FHF and SHF. Then, we investigated the histology of the cardiac-crescent-like structures (*n* = 8) and the heart organoids (over *n* = 16) to determine whether these heart organoids expressed two cardiac-specific TFs that are required for the embryonic heart formation and that are reliable gene markers of the cardiac crescent during early development (Tbx5, and the homeodomain-type transcription regulator Nkx2-5 ^32^). At day 3 of EB culture with the gelated LN/ET complex, Tbx5 (FHF-like, Fig. 4a) and Nkx2-5 (SHF-like, Fig. 4a) expression was observed in the appropriate regions of the EBs, similar to the cardiac-crescent-like expression in the E7.5 heart in mice. In addition, the broad expression of Nkx2-5 and the restricted expression of Tbx5 in the cultured hearts resembled those observed in E11.5 hearts (Fig. 4b).

**Fig. 4:**
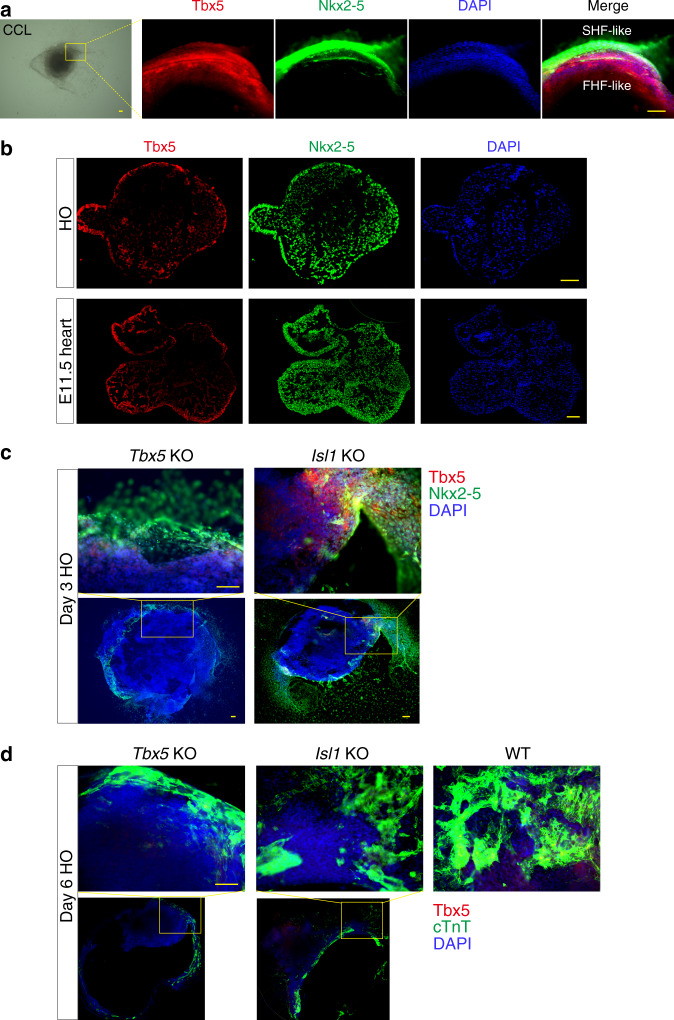
Expressions of cardiac transcription factors (TFs) and its perturbation in heart organoid (HO)s. **a** Immunofluorescent staining to detect Nkx2-5 (green) and Tbx5 (red) in cardiac-crescent-like structures at day 3 of HO culture (*n* = 8, two experiments). Scale bar: 100 μm. **b** Immunofluorescent staining to detect Nkx2-5 (green) and Tbx5 (red) in HOs was cultured for more than 9 days. The representative HO (*n* = 13 out of *n* = 16) showed expression similar to that in embryonic hearts (E11.5). Scale bar: 100 μm. **c**, **d** Recapitulation of cardiac perturbation during in vitro HO formation from *Tbx5* KO- and *Isl1* KO-ESCs. **c** Immunofluorescent staining to detect Nkx2-5 (green) and Tbx5 (red) at day 3 of HO culture from derived *Tbx5* KO- (*n* = 17, left) and *Isl1* KO-ESCs (*n* = 16, right). In the *Tbx5* KO-derived HO, delayed or abnormal morphogenesis was observed with decreased Tbx5 expression and disrupted typical location of Tbx5 and Nkx2-5. In the case of *Isl1* KO-derived HOs, the expression of Tbx5 and Nkx2-5 was not clearly separated. Two experiments. Scale bar: 100 μm. **d** Immunofluorescent staining to detect cTnT (a CM marker, green)/αSMA (an SM marker, red) at day 6 of HO culture from derived *Tbx5* KO- (*n* = 16, two experiments), *Isl1* KO- (*n* = 17), and WT-ESCs (*n* = 9). The weak expressions of cTnT and/or αSMA compared to those of control (WT) HOs at day 6. Scale bar: 100 μm.

To ascertain that this system can be used to analyze in vitro cardiogenesis process, we performed the heart organoid generations using *Tbx5* and *Isl1* (*Islet 1*, a marker for proper looping during heart development^33^) knockout (KO) ESCs generated by the CRISPR/Cas9 system (Supplementary Fig. 3a). Expectedly, three *Tbx5* KO ESC lines exhibited delayed morphogenesis including cardiac-crescent-like and heart tube formation or failure of heart organoid formation (no chamber formation for Tbx5 KO #4 and # 7, and only one chamber formation for Tbx5 KO #17), while chamber formation usually occurred at day 9 in case of WT ESCs (Supplementary Fig. 3b). Also, only one of three *Isl1* KO ESC lines (#6) showed at most 12% (*n* = 12) of chamber formation at day 9 (Supplementary Fig. 3c), suggesting that this in vitro model also well reflects the known cardiac perturbation by deletion of *Tbx5* and *Isl1* during heart development in vivo. To further confirm whether cardiac TFs and other cardiac markers are normally expressed in the early morphogenetic stages of *Tbx5* KO- and *Isl1* KO-derived heart organoids, we examined Tbx5 and Nkx2-5 expressions at day 3 and Tbx5 and cTnT expressions at day 6. Expectedly, in the *Tbx5* KO-derived heart organoids, Tbx5 expression was distinctively decreased and the typical location of Tbx5 and Nkx2-5 was disrupted although Nkx2-5 was expressed at day 3 (Fig. 4c, left). In the case of *Isl1* KO-derived heart organoids, the expression of Tbx5 and Nkx2-5 was not clearly separated at day 3 (Fig. 4c, right). Moreover, both KO-derived heart organoids showed delayed morphogenesis such as cardiac-crescent-like structure and also exhibited weak expression of cTnT^34^ and disorganization of cardiac fibers in cTnT-positive CMs compared to those of control heart organoids at day 6 (Fig. 4d). From these results, we conclude that the heart organoids can emulate cardiogenesis from the early gestation to mid-gestation stages, in terms of morphogenetic changes and expression of cardiac TF.

### Evaluation of the cell components of heart organoids

In addition to cardiac muscle cells, cardiogenesis also depends on the proper organization of noncardiac muscle cells—including SM (in blood vessel walls) and ECs. Therefore, to determine whether the heart organoids contained SMs, we examined the expression of α-smooth muscle actin (αSMA; SMC marker) and cTnT respectively. The expression of these markers was localized to discrete layers: strong expression of cTnT in the ventricle-like structures of the heart organoids, similar to the expression patterns detected in E10.5 heart and expression of αSMA inside the cTnT layer in the heart organoids (Fig. 5a). Interestingly, the *Tbx5* KO-derived heart organoids showed decreased expression of αSMA and cTnT while the *Isl1* KO-derived heart organoids exhibited disorganized expression pattern of αSMA, i.e., outside the cTnT layer (Supplementary Fig. 4a). In addition, we detected platelet/endothelial adhesion molecule 1 (PECAM; CD31, a representative EC marker^35^ that is expressed in the inner membranes of primitive heart tubes and in vascular ECs in multichambered hearts) in the heart organoids (Fig. 5b), suggesting the presence of endocardial cell-layers in the heart organoids.

**Fig. 5:**
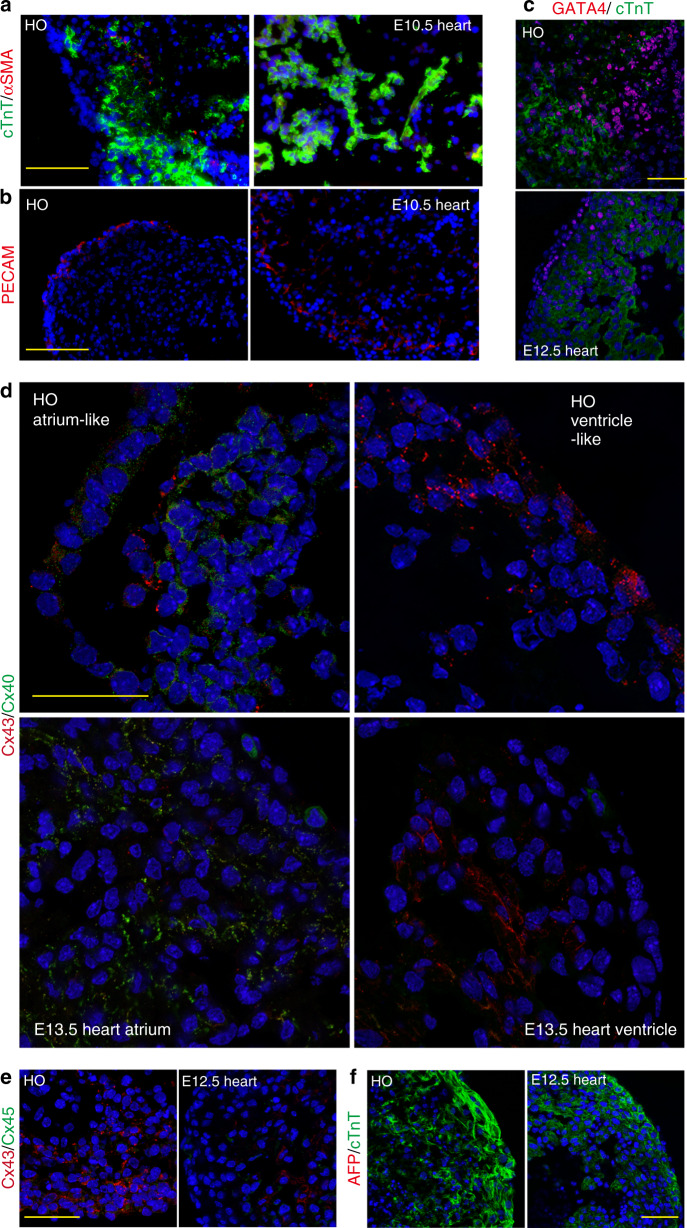
Evaluation of the cell components of heart organoid (HO)s. **a** Immunofluorescent staining to detect cTnT (a CM marker, green)/αSMA (an SM marker, red) and **b** PECAM (an EC marker, red) in the HO and E10.5 heart cryosections. Expression of cTnT and αSMA was observed in the HOs (*n* = 7 out of *n* = 9, two experiments). Also, segregated lining expression of PECAM (red) was detected in the HOs (over *n* = 9, two experiments). Scale bar: 100 μm. **c**–**f** Immunostaining to detect **c** GATA4 (red)/cTnT (green), **d** Cx43 (red)/Cx40 (green), **e** Cx43 (red)/Cx45 (green), and **f** AFP (red)/cTnT (green). Scale bar: 50 μm. **c** Expression of GATA4, a cardiac TF, was observed in both HOs (*n* = 8 out of *n* = 9, two experiments) and E12.5 heart. **d** Expression of Cx40 in atrium-like region detected in the HOs (*n* = 7 out of *n* = 13, two experiments) was similar to that of atrium in E13.5 heart. **e** The organized distribution of two types of Connexin (Cx43 and Cx45) in the HOs (over *n* = 8, two experiments) was similar to that of E12.5 heart (the ventricle part), although a small number of Cx45 (green)-positive cells was observed. **f** No expression of AFP (a liver marker) was detected in both HOs (*n* = 8, over two biologically independent experiments) and E12.5 heart.

Further characterization of the heart organoids with series of cardiac markers GATA4 (required for heart tube formation)^36^, cTnT, Connexin43 (Cx43, GJA1)^37^, Cx40 (GJA5)^37^ and Cx45 (GJC1)^37^ indicated that the heart organoids have similar cardiac features to embryonic hearts (Fig. 5c–f). Cardiac connexins, Cx43 (in atrial and ventricular working myocardial cells), and Cx45 (localized in His-bundle and bundle branches) are gap junction proteins required for impulse propagation in the heart^37^. In addition, Cx40 is mainly expressed in atria of the heart. Notably, the differential localization of three connexins indicates the presence of different cell types with gap junctions and the expression pattern of Cx40 suggests the existence of atrial muscles with proper gap junction proteins in the heart organoids (Fig. 5d, e). In addition, the population of cTnI-positive and Nkx2-5-negative cells (white arrows, Supplementary Fig. 4b) suggests the presence of sinus node in the heart organoids like the embryonic hearts. No expression of a liver marker, α1 fetoprotein (AFP), also suggests the absence of functional endodermal parts in the heart organoids (Fig. 5f).

The transient receptor potential melastatin 4 (TRPM4) protein is a member of the TRP channel family and plays a role in mammalian cardiac electrical activity. TRPM4 is highly expressed in subendocardial bundles of heart Purkinje fibers^38–41^, which transmit electrical impulses from the atrioventricular node bundle to CMs (working myocytes)^4^. To determine whether the heart organoids contained Purkinje fibers, we examined the expression of TRPM4 in both heart organoids and in vivo embryonic hearts. Immunofluorescence analysis revealed that TRPM4 was expressed in all heart organoids (100%, *n* = 14, Fig. 6a). In E9.5 hearts, there is little quantitative difference between TRPM4-positive Purkinje fiber-specific myocytes and cTnT-positive working myocytes, but working myocytes are clearly structured in E10.5 hearts by proliferation and differentiation for specification^40^.

**Fig. 6:**
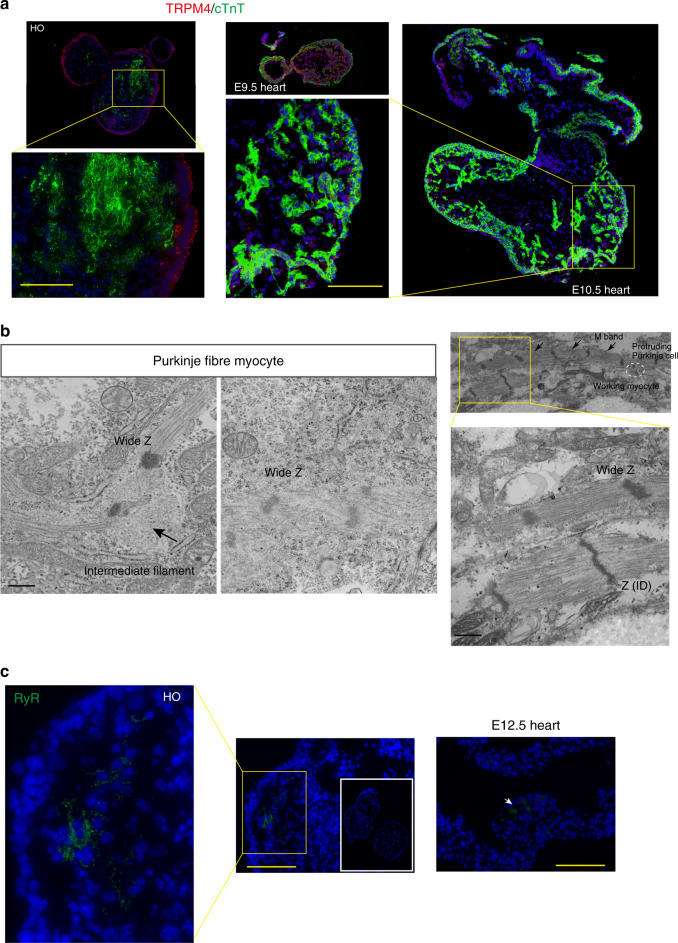
Purkinje cells and T-tubule-associated components in heart organoid (HO)s. **a** Immunostaining to detect TRPM4 (red), a Purkinje cell marker, and cTnT (green) in HOs (left panels, *n* = 14, two independent experiments) and in E9.5 and E10.5 hearts (right panels). Scale bar: 100 μm. **b** Purkinje-specific myocytes in the HOs (over *n* = 3, over two experiments). A wide Z band, abundant intermediate filaments, and/or sparse myofibrils were observed (left panels). Both Purkinje cells (M bands (arrows) and wide Z bands) and working (ordinary) myocytes in the HOs were observed together in cell-to-cell contact, showing the protrusion of Purkinje cells (white dotted circle) into working myocytes (right panels). Scale bar: 400 nm. **c** RYR2 immunostaining in the HOs (left and middle panel, *n* = 13, three biologically independent experiments) and an E12.5 heart (right). Inset indicates an entire section of the HO. Scale bar: 100 μm.

Purkinje-specific myocytes in Purkinje fibers differ ultrastructurally from working (ordinary) myocytes in the ventricular myocardium^42^. Accordingly, we identified specialized cells displaying ultrastructural features of Purkinje fibers—including wide Z bands, abundant intermediate filaments, the presence of M bands, and/or sparse myofibrils^4^—in the cultured heart organoids (Fig. 6b). These features indicate that these myocytes were Purkinje-specific cells, and not working (ordinary) myocytes, which have well-structured sarcomeres.

In mature mammalian hearts, a tetramer of type 2 ryanodine receptor (RYR2; ligand-activated Ca^2+^ release channel) on the SR forms an SR/Transverse (T) tubule junction by binding with a voltage-gated Ca^2+^ channel/dihydropyridine receptor (DHPR). RYR2 activation is required for excitation−contraction coupling in the cardiac muscle^43^. To determine whether heart organoids are associated with SR/T tubule junction, we examined the expression of RYR2 in heart organoids. We found that RYR2 were expressed in the cultured heart organoids (100%, *n* = 13), while little expression of RYR2 was detected in E12.5H (Fig. 6c).

In the cardiogenesis, several types of cardiac cells and neuronal elements are differentiated from undifferentiated cells. To assess whether undifferentiated stem cells remained in the heart organoids cultured for 11 days, we performed immunostaining assays to detect the pluripotent stem cell marker Oct3/4. Concerning undifferentiated stem cell markers the heart organoids did not exhibit any Oct3/4 expression, in contrast to the EBs prior to culture, indicating that no pluripotent stem cells remained in the 11-day cultured heart organoid (Supplementary Fig. 5a), whereas Nestin which is expressed in the fetal heart as well as in brain tissue was detected in both of the heart organoids and E12.5 hearts.

Vesiculated nerve processes containing vesicles and glycogens make intimate contact with cardiac muscle cells^44^. We performed the ultrastructural analysis of heart organoids to determine whether cardiac autonomic nerves were formed in the heart organoids cultured in the presence of BMP4 from day 9. Notably, naked-neuronal axon bundles containing microtubules, small mitochondria, SR, and/or clear vesicles were found in the heart organoids cultured for 11 days (at least 9 out of 11 heart organoids, Supplementary Fig. 5b). Moreover, these neuronal axons were in tight contact with myocytes in the heart organoids (Supplementary Fig. 5b, left panel).

Based on these results, the heart organoids appeared to exhibit the organized structural properties of the embryonic hearts (CMs, SMs and ECs) as well as the cytological and histological maturity, such as the presence of Purkinje fibers, the association of SR/T tubule junction and the tight neuronal contact with the myocytes.

### Global gene expression patterns in the heart organoids

To determine how closely the profile in the heart organoids matched that of embryonic hearts, we performed RNA-seq analysis of the EBs without further culturing (*n* = 3), of heart organoids cultured for 9 days (*n* = 3) and 13 days (*n* = 3), and of in vivo hearts from mouse embryos at E9.5 (referred to hereafter as E9.5H; *n* = 2) and E11.5 (E11.5H; *n* = 3). Principal component analysis (PCA) suggested that, as the heart organoids developed, their gene expression patterns transitioned from resembling that of the EBs to resembling that of embryonic hearts (Fig. 7a). Moreover, heat map and hierarchical clustering analyses based on the differentially expressed genes between the in vivo embryonic hearts and the EBs revealed that the gene expression in heart organoids was more similar to that observed in embryonic hearts at E9.5 and E11.5 than it was to that observed in EBs (Fig. 7b). Although the hemoglobin complex-related genes, including *Hbb-y*, *Hba-x*, and *Hbb-bh*, were expressed in in vivo embryonic hearts with blood, these genes were not expressed in the heart organoids (Fig. 7b; Supplementary Data 1). The gene expression profile of the representative genes in four of five categories demonstrated that the gene expression patterns in the heart organoids were similar to those of the in vivo embryonic hearts, including atrial/ventricle regional markers, markers during embryonic heart development, general stem cell markers and CM markers (Fig. 7c). Higher expressions of other tissue markers, such as *Foxa2/Sox17*, markers of the liver and intestine, and *Pdx1*, a marker of the pancreas in some of the heart organoids, may represent insufficient repression of developmental stage-specific markers during heart organoid generation because *Foxa2* is usually expressed in the EBs, *Sox17* also in the EBs and in endocardium of the heart during cardiogenesis^45^, and repression of *Pdx1* was observed in the day 13 heart organoids (Fig. 7c).

**Fig. 7:**
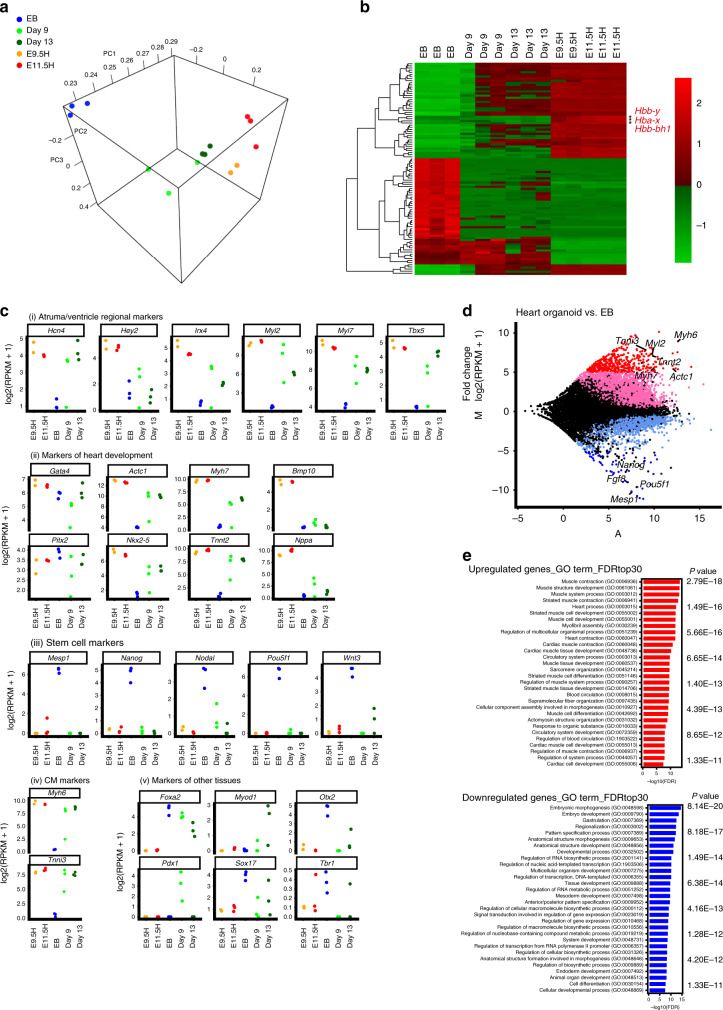
Global gene expression in heart organoid (HO)s. **a** Principle component analysis of gene expression in HOs cultured for 9 days (*n* = 3) and for 13 days (*n* = 3), and in EBs (*n* = 3), E9.5 hearts (*n* = 2), and E11.5 hearts (*n* = 3). The HOs are located near the hearts. Hemoglobin complex-related genes, including *Hbb-y*, *Hba-x*, and *Hbb-bh*, were excluded from the PCA analysis. **b** Heat map and hierarchical clustering analyses based on the differentially expressed genes between the in vivo embryonic hearts (E9.5 and E11.5) and the EBs without further culturing. *Hbb-y*, *Hba-x*, and *Hbb-bh* are indicated with asterisks. **c** Gene expression profiles of representative genes for (i) atrium/ventricle regional markers, (ii) markers during embryonic heart development, (iii) general stem cell markers, (iv) CM markers and (v) markers for other tissues including *Foxa2/Sox17* (liver and intestine), *Pdx1* (pancreas), *Myod1* (skeletal muscle), and *Otx2/Tbr1* (central nervous system). **d** MA plot showing the differentially expressed genes between the HOs and EBs (the *y* axis indicates the log intensity ratio, and the *x* axis indicates the mean average of log intensity). Genes with a log2-fold change > 5 are shown in red (396 genes), and those with a log2-fold change <−5 are shown in blue (55 genes). **e** GO analysis based on the 396 upregulated genes of (**d**) (*P* value = from 2.79E−18 to 3.89E−11; two-sided Wald test, log2-fold change > 5, middle panel) and the 55 downregulated genes of (**d**) (bottom; *P* value = from 8.14E−20 to 2.21E−11; two-sided Wald test, log2-fold change < −5, bottom panel). Source data are provided as a source data file.

To elucidate the features of differentially expressed genes between the heart organoids and the EBs, genes exhibiting a fivefold increase (396 genes with a log2-fold change > 5) or a fivefold decrease (55 genes with a log2-fold change < −5) were selected to create a log ratio mean average (MA) plot between the heart organoids and the EBs (Fig. 7d). Gene Ontology (GO) analysis of the 396 upregulated genes showed that 26 of the top 30 GO terms contained muscle contraction, heart process, heart contraction, cardiac muscle tissue development, circulatory system process, and sarcomere organization (Fig. 7e, top). By contrast, heart-related terms did not feature in any of the top 30 GO terms for the 55 downregulated genes (Fig. 7e, bottom).

Next, we investigated the expressions of coronary circulation-related genes in the heart organoids. The development of coronary circulation is heralded by the appearance of budding and canalized venous sprouts from the sinus venosus which contains vein cells undergo an early cell fate switch to create pre-artery population to build coronary arteries^4^. Especially, *Nr2f2* (*Coup-tf2*), a venous transcription factor, regulates the expression of artery genes. Notably, the gene expression level of the venous marker *Nr2f2* in the heart organoids was similar to that in in vivo embryonic hearts (Supplementary Fig. 5c, top). Similarly, in almost all of the heart organoids (regardless of the culture period), the gene expression patterns of the artery markers *Cxcr4*, *Jag2* and *Msx1* were similar to those of in vivo embryonic hearts from E9.5 to E12.5, although other artery markers, including *Notch4*, *Dll4* and *Gja4*, were only expressed at low levels in heart organoids cultured for 6 days (Supplementary Fig. 5c, bottom).

These results indicated that, overall, the heart organoid mimics the specific features of in vivo embryonic hearts in gene expressions, reflecting the diverse property of mammalian cardiac development including coronary circulation.

### Atrium- and ventricle-like structure in the heart organoids

To investigate whether the heart organoids underwent chamber-like formation with regional expression of the CM subtypes (i.e., ventricular- and atrial-type CMs), we examined the expression of two sarcomere proteins in the heart organoids: myosin light chain 2 atrial (Mlc2a) and myosin light chain 2 ventricular (Mlc2v)^46^. Strong expression levels of Mlc2v were detected in almost all of the heart organoid cryosections (*n* = 24, Supplementary Fig. 6a) and segregated expression of Mlc2a was detected in most of cryosections of heart organoids (75%, *n* = 24, Supplementary Fig. 6a), whereas weak segregation in the remaining sections (25%, *n* = 24, Supplementary Fig. 6a). High-resolution images also displayed Mlc2a-positive individual cells in the atrium-like part and Mlc2v-positive individual cells in the ventricle-like part in the heart organoid (Fig. 8a). These results suggest that this culture system effectively induced CM formation, resembling that observed in vivo after E10.5. Meanwhile, in E10.5 embryonic hearts after chamber formation, Mlc2a was expressed in the atria, whereas Mlc2v expression was observed in the ventricles. Particularly strong expression of Mlc2v was observed in the LV of the E12.5 heart (Fig. 8a, right). Notably, whole-mount immunostaining combined with tissue clearing (optimized clear, unobstructed brain/body imaging cocktails and computational (CUBIC)) analysis^47^ showed clear spatial separation of Mlc2a and Mlc2v expression in the heart organoids, suggesting successful generation of both atrium- and ventricle-like structures (Fig. 8b and Supplementary Movie 4).

**Fig. 8:**
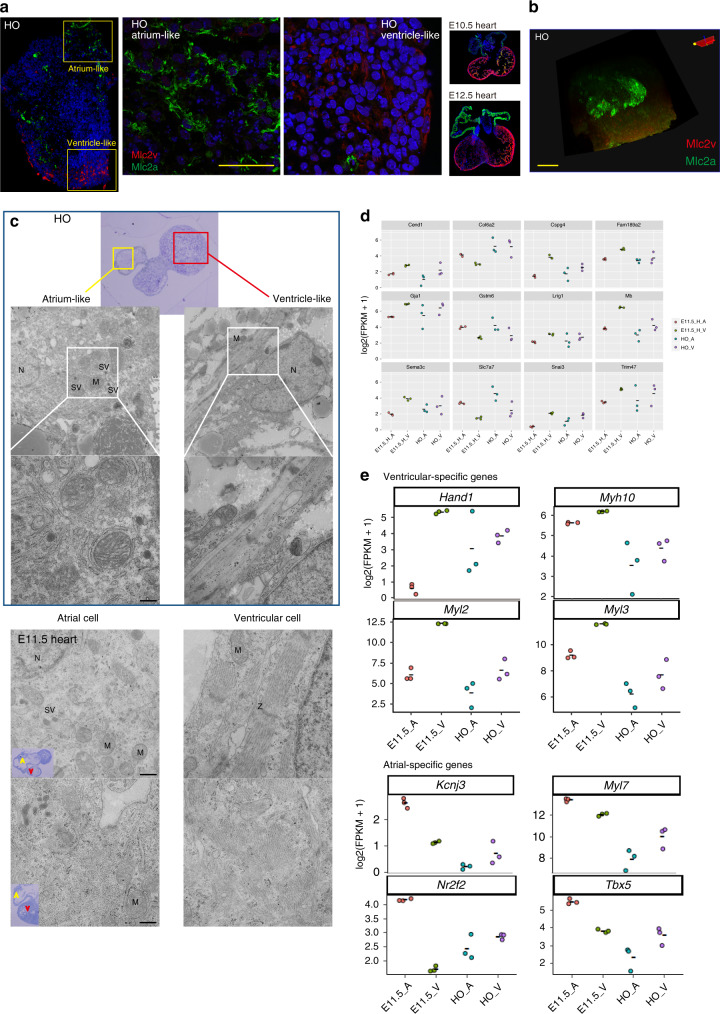
Formation of atrium- and ventricle-like structures in heart organoid (HO)s. **a** Immunostaining for Mlc2v (red) and Mlc2a (green) in the HOs (*n* = 30, over three independent experiments). Left: a whole HO. Middle: high-resolution images of the atrium- and ventricle-like regions corresponding to the insets in left panel. Right: embryonic hearts from E10.5 and E12.5. Scale bar: 50 μm. See also Supplementary Fig. 6a. **b** Whole-mount immunostaining of Mlc2v (red) and Mlc2a (green) in the HOs. Distinct Mlc2a-positive atrial cells were detected in the HO (over *n* = 6, over three independent experiments). Scale bar: 50 μm. **c** The HOs (over *n* = 3, over two experiments) possessed mainly two parts (top panel; a section stained with toluidine blue) with cells exhibiting features of the atrial myocytes (high density of mitochondria dispersed in cells and secretory vesicles, left) and features of the ventricular myocytes (well-structured sarcomeres with Z band and myofibrils containing glycogens, right). These morphological features are similar to those of the in vivo embryonic hearts. M mitochondria, SV secretory vesicles, G Golgi complex, N nucleus, RER ribosomal endoplasmic reticulum. A (yellow), atrium; V (red), ventricle in the insets. Scale bar: 400 nm. **d** Gene expression pattern of atrium- and ventricle-like structures in HOs. The HOs cultured for 13 days (*n* = 3) were surgically dissected to each atrium- and ventricle-like parts for RNA-seq analysis. Specific genes showing the similar chamber expression patterns in HOs and E11.5H. See also Supplementary Fig. 6b. Source data are provided as a source data file. **e** Ventricular- and atrial-specific gene expression profiles in dissected HOs and E11.5H based on the 951 differentially expressed genes (−1 < log2-fold change > 1, adjusted *P* value < 0.05) between atria and ventricles of E11.5H.

In terms of ultrastructural features of atrial and ventricular myocytes, atrial myocytes are different from ventricular myocytes in both functional aspects, including atria-specific excitation and faster contractions, and morphological features, such as having more abundant organelles, prominent perinuclear Golgi complexes associated with atria-specific granules, numerous peripheral SR, and a high density of mitochondria dispersed in cells and secretory vesicles (SVs)^48^. In contrast to atrial myocytes, ventricular myocytes have well-structured sarcomeres with Z bands and myofibrils containing glycogens. Therefore, we further analyzed the ultrastructure of CMs in the heart organoids to confirm their atrium and ventricle-specific structures. Notably, cells exhibiting these features of atrial myocytes and ventricular myocytes, respectively, were located separately in the heart organoids (Fig. 8c), suggesting that this culture protocol promotes both of the atrial and ventricular formation process in vitro.

To further confirm the differential gene expression between the atrium- and ventricle-like regions in heart organoids, we performed RNA-seq analysis of the surgically dissected parts corresponding to these regions, and compared with the gene expression profiles of the heart organoids and embryonic hearts at day 11.5. 

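The RNA-seq data comprised 12 libraries in 4 groups of 3 biological replicates each. Atria and ventricles were dissected from mouse embryonic hearts at E11.5 (E11.5H), and atrium-like and ventricle-like parts were dissected from heart organoids (HOs), the beating structures grown from mouse embryonic stem cells in this study, after 13 days of culture. The authors mapped the reads to the mouse genome GRCm38/mm10 with STAR and deposited, for each gene and library, an unnormalized number of fragments and the FPKM value. The fragments assigned to genes numbered 27469776 to 30540993 per library (median 29292470) in atria of E11.5H and 25943640 to 28294386 (median 28031512) in ventricles of E11.5H. In HOs they numbered 23971258 to 29230400 (median 26830154) in atrium-like parts and 27461570 to 28158300 (median 27900759) in ventricle-like parts. Of the 314280 fragment numbers over 26190 genes, 74827 were not whole, and all were rounded to whole numbers before testing. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, which scales libraries on the genes that most of them share, on the genes kept by its filter for low counts in the groups compared. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Each pair of groups was fitted without the other groups, so that the spread between HO libraries did not enter the comparison of the embryonic chambers. Libraries were treated as unpaired, since the paper does not state that a replicate number marks 1 HO or heart. Its methods say that HOs were dissected into both parts, so a pairing is possible. Pearson correlations of log2 expression between replicates were 0.967 to 0.971 in atria and 0.970 to 0.976 in ventricles of E11.5H, and lower in HOs, at 0.849 to 0.914 in atrium-like and 0.779 to 0.888 in ventricle-like parts. The replicates of each group differed by more than sampling noise, so all 12 libraries were counted. Values of single genes are given as FPKM, as deposited, with the SD over 3 libraries, and fold changes come from the fragment numbers. The text of the study does not name whether strand was used in counting, so genes that overlap another gene on the opposite strand are uncertain.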

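Among genes higher in atria of E11.5H, Slc7a7 (chromosome 14 from 54369442 to 54417702 of GRCm38) had 9.33 ± 0.966 FPKM (SD, n = 3) in atria and 1.80 ± 0.311 FPKM (SD, n = 3) in ventricles, a log2 fold change of 2.31 (standard error 0.18, edgeR adjusted p = 2.31e-05). In HOs it had 25.1 ± 15.7 FPKM in atrium-like and 5.47 ± 4.70 FPKM in ventricle-like parts (SD, n = 3 each). The log2 fold change was 2.47 (standard error 0.82, edgeR adjusted p = 0.750), and every atrium-like library lay above every ventricle-like library. With each library left out it ran from 1.67 without atrium-like replicate 1 to 3.45 without ventricle-like replicate 3. Slc7a7 overlaps Oxa1l on the opposite strand. Gstm6 (chromosome 3 from 107938848 to 107943749), whose fragments could be shared with related glutathione S-transferase genes, had log2 fold changes of 1.41 in E11.5H (standard error 0.18, edgeR adjusted p = 5.50e-04) and 1.65 in HOs (standard error 0.75, edgeR adjusted p = 0.750). The HO value ran from 0.70 without atrium-like replicate 1 to 2.41 without ventricle-like replicate 3. Both genes were highest within each part in the library highest in the hepatocyte and visceral endoderm and the gut epithelium lists described below. In atrium-like replicate 1 and ventricle-like replicate 3, Slc7a7 had 42.4 and 10.9 FPKM and Gstm6 35.3 and 13.9 FPKM. Atrium-like replicate 2, lower in both lists than ventricle-like replicate 3, had slightly more Slc7a7 (11.8 FPKM). A chamber difference of these genes cannot be told apart from varying endoderm content. Col6a2 (chromosome 10 from 76595756 to 76623630) was higher in atria of E11.5H, by 1.17 on the log2 scale (standard error 0.11, edgeR adjusted p = 8.86e-05). In HOs it was at 42.7 ± 31.8 and 42.3 ± 25.4 FPKM (SD, n = 3 each), a difference within the spread, with a log2 fold change of 0.12 (standard error 0.66) that ran from -0.51 without atrium-like replicate 2 to 0.44 without ventricle-like replicate 2.
Genes higher in ventricles of E11.5H were Cend1 (chromosome 7 from 141426446 to 141429562), Gja1 (chromosome 10 from 56377300 to 56390419), Sema3c (chromosome 5 from 17574816 to 17730267), Cspg4 (chromosome 9 from 56865104 to 56899870), Lrig1 (chromosome 6 from 94604529 to 94700145) and Snai3 (chromosome 8 from 122454205 to 122460689). Their log2 fold changes of atria against ventricles lay between -3.42 for Snai3 and -1.24 for Lrig1, with edgeR adjusted p between 3.81e-07 for Gja1 and 9.54e-04 for Cend1. In HOs the fitted log2 fold changes of atrium-like against ventricle-like parts had the same sign. They were -1.73 for Cend1 (standard error 0.91), -0.97 for Snai3 (standard error 0.68) and -0.80 for Cspg4 (standard error 0.55). Smaller differences were found for Gja1, at -0.58 (standard error 0.69), Sema3c, at -0.55 (standard error 0.68), and Lrig1, at -0.31 (standard error 0.51). Lrig1 overlaps Slc25a26 on the opposite strand. None of the 6 differences passed the threshold, with edgeR adjusted p from 0.750 for Cend1 to 0.877 for Lrig1. Every atrium-like library lay below every ventricle-like library for Cend1, and for Snai3 in FPKM but not in CPM, while the libraries of the parts overlapped for the other 4 genes. With each library left out, the HO log2 fold change ran from -2.28 without atrium-like replicate 3 to -0.93 without ventricle-like replicate 2 for Cend1, from -1.35 without atrium-like replicate 3 to -0.57 without atrium-like replicate 2 for Snai3, from -1.29 without atrium-like replicate 2 to -0.41 without atrium-like replicate 1 for Cspg4 and from -1.25 without atrium-like replicate 2 to -0.14 without atrium-like replicate 1 for Gja1. A single library set the sign for Sema3c, which had a log2 fold change of 0.38 without ventricle-like replicate 3, and for Lrig1, which had 0.015 without ventricle-like replicate 1. Scaling the HO libraries to equal expression of 16 pan-cardiomyocyte genes, such as Tnnt2 and Actn2, raised the median log2 fold change of all genes by 1.46. The sign then turned for Gja1 (0.39), Sema3c (1.13), Cspg4 (0.28), Lrig1 (1.02) and Snai3 (0.69) but not for Cend1 (-0.96). Under the same shift Slc7a7 had 4.67 (edgeR adjusted p = 0.0102), Gstm6 3.80 (edgeR adjusted p = 0.0166) and Col6a2 1.30 (edgeR adjusted p = 0.272). Fig. 8d also shows Fam189a2 (chromosome 19 from 23972750 to 24031019), Mb (chromosome 15 from 77015487 to 77050668), which overlaps Apol6 on the opposite strand, and Trim47 (chromosome 11 from 116105750 to 116110235). Their log2 fold changes in E11.5H were -1.40, -2.82 and -1.77, with edgeR adjusted p of 2.08e-05 or lower. In HOs they were -0.31 for Fam189a2 (standard error 0.41), -1.15 for Mb (standard error 0.53) and -0.54 for Trim47 (standard error 1.00), with edgeR adjusted p from 0.750 for Mb to 0.892 for Trim47. The libraries of the parts overlapped, except for Mb in FPKM. With each library left out they ran from -0.60 without ventricle-like replicate 2 to 0.24 without ventricle-like replicate 3 for Fam189a2, from -1.55 without atrium-like replicate 3 to -0.62 without ventricle-like replicate 3 for Mb and from -2.09 without atrium-like replicate 2 to 0.039 without ventricle-like replicate 1 for Trim47, and all 3 signs turned under the scaling (1.39, 0.28 and 0.48). Bmp10 (chromosome 6 from 87428994 to 87434512) had 5.19 ± 0.290 FPKM in atria and 14.0 ± 0.960 FPKM in ventricles of E11.5H (SD, n = 3 each). No HO library held more than 1 fragment of it, so it was not detectable at this depth. Against the 3 counts that a count of 0 allows, Bmp10 was by the group means at least 68.2-fold lower in atrium-like parts than in atria. It was at least 204-fold lower in ventricle-like parts than in ventricles.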

Expression levels based on the differentially expressed genes (106 genes) between the atria and the ventricles of embryonic hearts revealed that the several gene expression patterns of atrium-like and ventricle-like regions within the heart organoids were similar to those observed in the embryonic hearts at day 11.5; for example, *Col6a2*, *Gstm6*, *Slc7a7* showed the higher expressions in atria in vivo and atrium-like parts in heart organoids, and *Cend1*, *Gja1(Cx43)*, *Sema3c*, *Cspg4*, *Lng1*, and *Snai3* showed the higher expressions in ventricles in vivo and ventricle-like parts in heart organoids, although *Bmp10* was not expressed in both atrium- and ventricle-like parts in heart organoids (Fig. 8d and Supplementary Fig. 6b). However, the global gene expression profiles regarding the atrial/ventricular segregation in heart organoids are less robust as in E11.5H probably due to contaminating cells. In addition, we investigated the gene expression profile of classical ventricular- and atrial-specific genes in atrium- and ventricle-like parts in heart organoids based on the differentially expressed genes (951 genes with −1 < log2-fold change > 1, adjusted *P* value < 0.05) between atria and ventricles of E11.5H. 

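Between the atrium-like and ventricle-like parts of HOs, 0 of 15703 genes tested were differentially expressed, and the lowest edgeR adjusted p was 0.75. At an unadjusted p under 0.05 from edgeR there were 889 genes. That number depended on single libraries, from 385 without ventricle-like replicate 1 to 2153 without atrium-like replicate 2. In simulated data with the spread of the HO libraries, 0 of 200 genes changed by 2 on the log2 scale were recovered, 61 at a change of 3 and 121 at a change of 4. The typical relative spread between replicates (edgeR's common biological coefficient of variation) was 0.677 in HOs and 0.211 in E11.5H. The setting that moved the HO count most was the scaling to pan-cardiomyocyte genes, under which 1105 genes passed, 1102 of them higher in atrium-like parts. The DESeq2 Wald test called 72 genes. Groups did not overlap in any library for 11.8% of the genes tested in HOs and 32.7% in E11.5H, where chance gives 10%.
Of the 712 genes differentially expressed between atria and ventricles of E11.5H, 651 were tested in HOs, and 279 of these (42.9%, Wilson 95% interval 39.1 to 46.7%, over genes that are not independent replicates) had a fold change of the same sign. The share was 29.8% (114 of 382) among genes higher in atria and 61.3% (165 of 269) among genes higher in ventricles. The median HO log2 fold change was -0.54 for genes higher in atria and -0.22 for genes higher in ventricles. Both medians were negative, so the larger share among ventricular genes goes with a lower level of both sets in atrium-like parts. Without ventricle-like replicate 2 the overall share was 50.2%. Across these genes Pearson's r between the fold changes in E11.5H and in HOs was -0.12 and Spearman's rho was -0.12.

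**Figure D1:**
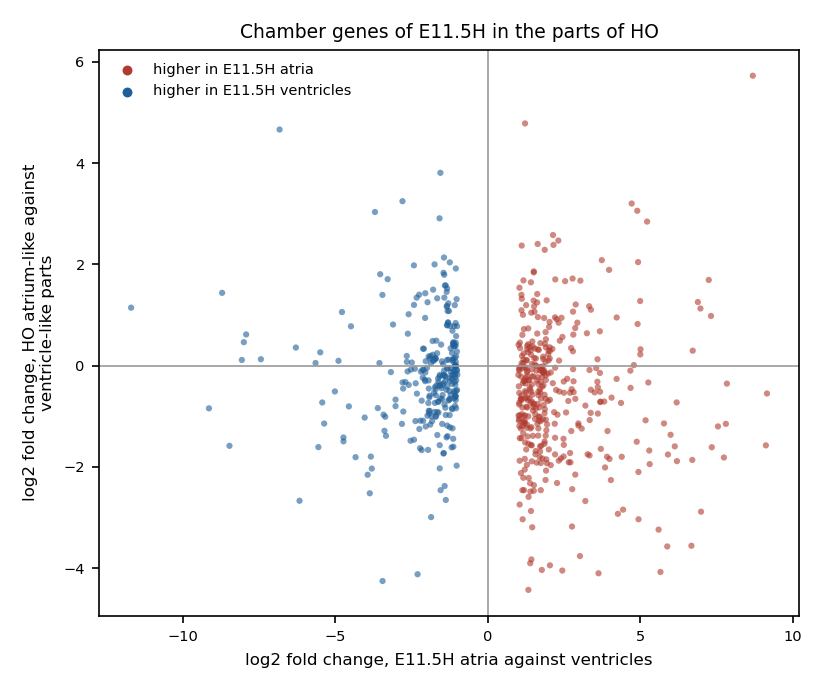
Log2 fold change of atria against ventricles of E11.5H (horizontal axis) and of atrium-like against ventricle-like parts of HOs (vertical axis) for the 651 genes, one point per gene, red where higher in atria and blue where higher in ventricles of E11.5H. Of the 382 red points, 114 lie above 0 on the vertical axis, and of the 269 blue points, 165 lie below it.

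Among the 106 genes in the source data of Supplementary Fig. 6b, which the study chose on these E11.5H libraries, 95 were tested in E11.5H and 92 passed the threshold there. In HOs 90 of the 95 were tested, and 33 had a fold change of the same sign, 13 of 61 atrial and 20 of 29 ventricular genes. None of the list passed an adjusted p of 0.05 in HOs, with 0 over all genes tested and 0 adjusted over the list alone, a count that is not independent evidence for a list taken from the same study. At an unadjusted p under 0.05 in HOs there were 11 genes of the list, 2 of which had the same sign as in E11.5H. C030013G03Rik, among the 11, was not tested in E11.5H and has no sign to compare. The interaction of chamber and tissue, which tests whether the chamber difference itself differs between HOs and E11.5H, passed the threshold for 25 of 16494 genes, and the adjusted p was under 0.05 for 7 of the 106. The 25 genes were not stable, with 2 to 216 genes when each library was left out in turn.
Lists of marker genes of other cell types were compared with cardiomyocyte genes. The mean log2 CPM of 16 cardiomyocyte genes was 9.51 to 9.76 in the E11.5H libraries, 5.06 to 6.51 in atrium-like and 6.65 to 8.14 in ventricle-like parts. Each atrium-like library was below each ventricle-like library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). For 10 fibroblast and mesenchyme genes it was 6.69 to 7.06 in E11.5H and 6.37 to 8.71 in HOs, and for 10 endothelial genes 5.90 to 6.30 and 1.27 to 4.74. For 10 macrophage genes it was 1.73 to 3.27 in E11.5H and 2.52 to 6.38 in HOs. The means of these 3 lists differed between the HO parts by 0.021, 0.094 and -0.17, in that order (exact permutation tests, two-sided, p = 0.9 each). The 12 genes of hepatocytes and visceral endoderm were at -1.68 to -0.41 in E11.5H, 4.84 to 9.54 in atrium-like and 0.27 to 8.46 in ventricle-like parts, and the 12 gut epithelium genes at -0.26 to 0.16, 6.38 to 7.70 and 2.23 to 7.12. Both lists were higher in atrium-like parts on average, by 3.74 and 2.53, and all 12 genes of each had a positive fold change, while the libraries of the parts overlapped (exact permutation tests, two-sided, p = 0.2 each, in a design that cannot go under 0.1).

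**Figure D2:**
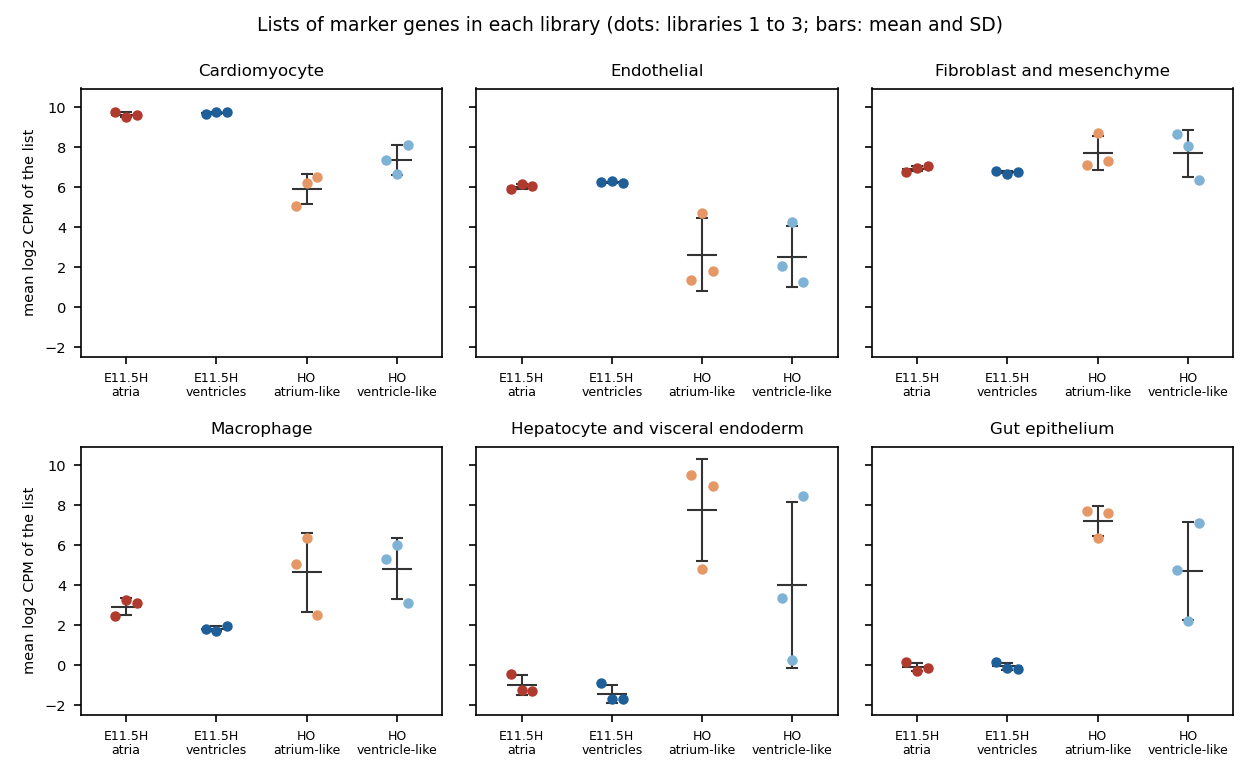
Mean log2 CPM of the genes of 6 marker lists in each library, by group, with the 3 libraries of a group as dots and the mean and SD as bars. The cardiomyocyte list is lower in every HO library than in every E11.5H library, and the hepatocyte and visceral endoderm list ranges from 0.27 to 8.46 in the ventricle-like parts.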

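In E11.5H, 712 of 14536 genes tested passed the adjusted p and fold change thresholds, 425 higher in atria and 287 higher in ventricles. The 2 groups of 3 libraries did not overlap for 706 of them. With the DESeq2 Wald test 946 genes passed, 698 of which were among the 712. With no fold change limit 1982 genes passed, and at the same thresholds the count changed by the largest factor when all 12 libraries were put in 1 fit, to 30 genes, all among the 712. That fit estimates the spread over the HO libraries as well. Leaving out each E11.5H library in turn gave 538 to 765 genes.
Shox2, on chromosome 3 from 66971723 to 66981771 of GRCm38, was among the genes with the largest rise in atria, with 14.1 ± 1.31 FPKM in atria and 0.0819 ± 0.0136 FPKM in ventricles (SD, n = 3 each) and a log2 fold change of 7.34 (standard error 0.19, edgeR adjusted p = 4.25e-08). Slc17a7 (chromosome 7 from 45163921 to 45176139) had 10.6 ± 1.14 and 0.0458 ± 0.0703 FPKM (SD, n = 3 each), a log2 fold change of 7.81 (edgeR adjusted p = 9.02e-06). With each library left out it ran from 7.20 without ventricles replicate 2 to 10.6 without ventricles replicate 3. Hoxc5 (chromosome 15 from 103014008 to 103017429) had no fragment in any ventricle library and 3.20 ± 2.56 FPKM (SD, n = 3) in atria. Its atrial mean was at least 88.7-fold higher. Atria replicate 1 held 29 fragments against 475 and 366 in replicates 2 and 3, so this limit holds for the mean and not for that library. Of the genes with the largest fall, Lyz1 (chromosome 10 from 117287795 to 117292868), whose fragments could be shared with its paralog Lyz2, had fragments in 1 atrial library, with 0.0521 ± 0.0903 FPKM in atria and 6.19 ± 1.03 FPKM in ventricles (SD, n = 3 each), a log2 fold change of -6.83 (edgeR adjusted p = 2.86e-04). Its fold change ran from -11.0 without atria replicate 1 to -6.27 without atria replicate 2. Mybpc1 (chromosome 10 from 88518279 to 88605152) and Sall4 (chromosome 2 from 168748332 to 168767201) had at most 3 fragments in any atrial library. By the group means they were at least 143-fold and 153-fold lower in atria, though Mybpc1 had 127 fragments in ventricles replicate 3 against 502 and 574 in replicates 1 and 2.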

The ventricular-specific genes such as *Myl2 (Mlc2v)*, *Myl3 (Mlc1v)*, *Hand1*, and *Myh10* exhibited higher expression in ventricle-like part of heart organoids similar to that in ventricles of E11.5H (Fig. 8e, top), while the atrial-specific genes such as *Myl7 (Mlc2a)*, *Kcnj3*, *Tbx5*, and *Nr2f2* (also known as a venous transcription factor)^49^ displayed lower expression in atrium-like part of heart organoids different to that in atria of E11.5H (Fig. 8e, bottom). This discrepancy in gene expression profiles at the atrium-like part may represent incomplete atrial specification in organoid culture presumably due to the decreased expressions of atrial TFs (*Tbx5* and *Nr2f2*) which promote expressions of many atrial-specific genes, or the insufficient surgical dissection of the heart organoids.

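Myl2 (chromosome 5 from 122100951 to 122106854 of GRCm38) had 71.9 ± 41.8 FPKM in atria and 4981 ± 47.8 FPKM in ventricles of E11.5H (SD, n = 3 each). In HOs it had 18.3 ± 14.1 FPKM in atrium-like and 124 ± 114 FPKM in ventricle-like parts (SD, n = 3 each), a log2 fold change of -2.67 (standard error 0.94, unadjusted p = 0.0291 and adjusted p = 0.750 from edgeR), with each ventricle-like library above each atrium-like library. Myl3 (chromosome 9 from 110763678 to 110769802) had 84.4 ± 47.2 FPKM in atrium-like and 252 ± 192 FPKM in ventricle-like parts (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.64), and 0.032 after scaling to pan-cardiomyocyte genes. Myh10 (chromosome 11 from 68691915 to 68816624) had 13.4 ± 10.4 FPKM in atrium-like and 20.7 ± 7.23 FPKM in ventricle-like parts (SD, n = 3 each). Its log2 fold change was -0.55 (standard error 0.62), within the spread, and 0.50 after the same scaling. Hand1 (chromosome 11 from 57828713 to 57832147) had 15.5 ± 22.0 FPKM in atrium-like and 13.7 ± 3.86 FPKM in ventricle-like parts (SD, n = 3 each) and a fitted log2 fold change of 0.36 (standard error 1.09). A single library, atrium-like replicate 3 with 40.9 FPKM, set that sign, and without it the log2 fold change was -2.07. With the scaling Myl2 had -1.17 and Hand1 1.39. With each library left out, the HO values ran from -3.17 without atrium-like replicate 2 to -1.59 without ventricle-like replicate 3 for Myl2, from -1.86 without ventricle-like replicate 1 to -0.66 without ventricle-like replicate 3 for Myl3 and from -1.14 without atrium-like replicate 2 to -0.12 without atrium-like replicate 1 for Myh10. In E11.5H the log2 fold changes of atria against ventricles were -6.18 for Myl2, -2.42 for Myl3, -6.30 for Hand1 and -0.64 for Myh10, with edgeR adjusted p of 7.76e-05 or lower.
Of the atrial genes, Myl7 (chromosome 11 from 5896637 to 5898782) had 10736 ± 1091 FPKM in atria and 4219 ± 389 FPKM in ventricles of E11.5H (SD, n = 3 each), a log2 fold change of 1.28 (edgeR adjusted p = 1.01e-05). In HOs it had 274 ± 151 FPKM in atrium-like and 1164 ± 612 FPKM in ventricle-like parts (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.61), and its interaction of chamber and tissue was -3.24 (edgeR adjusted p = 0.147). Kcnj3 (chromosome 2 from 55435970 to 55598145) had 0.163 ± 0.0767 FPKM in atrium-like and 0.689 ± 0.522 FPKM in ventricle-like parts (SD, n = 3 each) and log2 fold changes of 2.06 in E11.5H and -1.97 in HOs, with an interaction of -4.01 (edgeR adjusted p = 0.0912). For Tbx5 (chromosome 5 from 119834663 to 119885218) the log2 fold changes were 1.66 in E11.5H and -1.24 in HOs, with an interaction of -2.89 (edgeR adjusted p = 0.0651). Nr2f2 (chromosome 7 from 70351950 to 70366746), which overlaps B130024G19Rik on the opposite strand, had log2 fold changes of 2.81 and -0.31, and of these 4 genes it alone had an interaction past the threshold, at -3.11 (edgeR adjusted p = 0.00285). These calls of the interaction depend on single libraries and settings. Without ventricle-like replicate 2 the edgeR adjusted p was 0.0290 for Myl7, 0.0261 for Kcnj3 and 0.0261 for Tbx5. With the DESeq2 Wald test all 3 had an adjusted p under 0.001. That test had 62 false among 154 interaction calls in simulated data. The simulation gave each gene 1 spread for both tissues, which HOs and E11.5H do not share. The interaction of Nr2f2 kept an edgeR adjusted p of at most 0.0261 without any 1 library, and with the scaling to pan-cardiomyocyte genes it was -1.69 (edgeR adjusted p = 0.0982). The scaling turned the HO sign for Tbx5 (0.13) and Nr2f2 (1.11) but not for Myl7 (-0.50) and Kcnj3 (-0.57). With each library left out, the HO values ran from -2.43 without atrium-like replicate 3 to -1.66 without atrium-like replicate 1 for Myl7, from -2.35 without ventricle-like replicate 2 to -1.15 without ventricle-like replicate 1 for Kcnj3, from -1.50 without ventricle-like replicate 2 to -0.95 without atrium-like replicate 1 for Tbx5 and from -0.54 without atrium-like replicate 2 to -0.20 without atrium-like replicate 3 for Nr2f2. Every atrium-like library lay below every ventricle-like library for Kcnj3 and Tbx5, and for Myl7 in FPKM but not in CPM. Of the 8 genes, 0 passed the adjusted p threshold between the HO parts, and 4 (Myl2, Myl7, Kcnj3 and Tbx5) had an unadjusted p under 0.05.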

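Against the matching chamber of E11.5H, 3821 of 15418 genes passed the threshold in atrium-like parts, 2462 higher and 1359 lower, and 2859 of 15094 in ventricle-like parts, 1749 higher and 1110 lower. The counts fell to between 1662 and 1726 and to between 1116 and 1212 when a library of E11.5H was left out. Tbx5 was at 43.6 ± 4.73 FPKM in atria of E11.5H and 4.38 ± 2.11 FPKM in atrium-like parts (SD, n = 3 each), a log2 fold change of -3.18 (standard error 0.37, edgeR adjusted p = 0.00352). In ventricle-like parts it was at 11.2 ± 3.79 FPKM against 13.2 ± 0.926 FPKM in ventricles (SD, n = 3 each), a difference within the spread (log2 fold change -0.32, edgeR adjusted p = 0.419). The interaction of Tbx5 did not pass the threshold with all 12 libraries. Nr2f2 was at 16.9 ± 0.496 FPKM in atria and 4.64 ± 1.81 FPKM in atrium-like parts (SD, n = 3 each), with a log2 fold change of -1.72 (edgeR adjusted p = 0.00458). It was higher in ventricle-like parts, at 6.33 ± 0.493 FPKM, than in ventricles, at 2.29 ± 0.237 FPKM (SD, n = 3 each), by 1.37 on the log2 scale (edgeR adjusted p = 0.00431). Over a list of 10 classical atrial genes, 4 of which are among the 106 genes, the median log2 fold change of atrium-like parts against atria was -4.45, with 9 of 10 genes at an edgeR adjusted p under 0.05. Over 8 classical ventricular genes the median of ventricle-like parts against ventricles was -3.86, with 7 of 8 genes at an edgeR adjusted p under 0.05. The 16 pan-cardiomyocyte genes had medians of -3.51 in atrium-like parts (15 of 16 genes at an edgeR adjusted p under 0.05) and -2.36 in ventricle-like parts (13 of 16), where 1 of the 16 had a positive fold change. From the lower expression of atrial genes in the atrium-like parts, the paper proposes that atrial specification is incomplete in organoid culture, through the decreased expression of the atrial transcription factors Tbx5 and Nr2f2, or that the dissection of the organoids was insufficient.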

### Functional capacity of the cultured heart organoids

As spontaneous beating was continuously observed in the heart organoids (Supplementary Movie 1; culture day 11), we next asked whether the heart organoids exhibited the Ca^2+^ transients and cell excitability associated with beating in embryonic hearts. To assess the presence of Ca^2+^ transients, Ca^2+^ levels in intact 3D heart organoids cultured for longer than 9 days were analyzed using a Ca^2+^-binding fluorescent dye. We identified transient increases in free Ca^2+^ concentrations, indicating that the CMs in the heart organoids contracted with Ca^2+^ transients (Fig. 9a and Supplementary Fig. 7, Supplementary Movie 5). In addition, administering isoproterenol, a β adrenergic agonist, led to the increase of beating rate and the decrease of time constant of Ca^2+^ decay (*n* = 6, *P* < 0.05 by paired *t* test, Fig. 9b), similar to the response to β adrenergic stimulation in vivo.

**Fig. 9:**
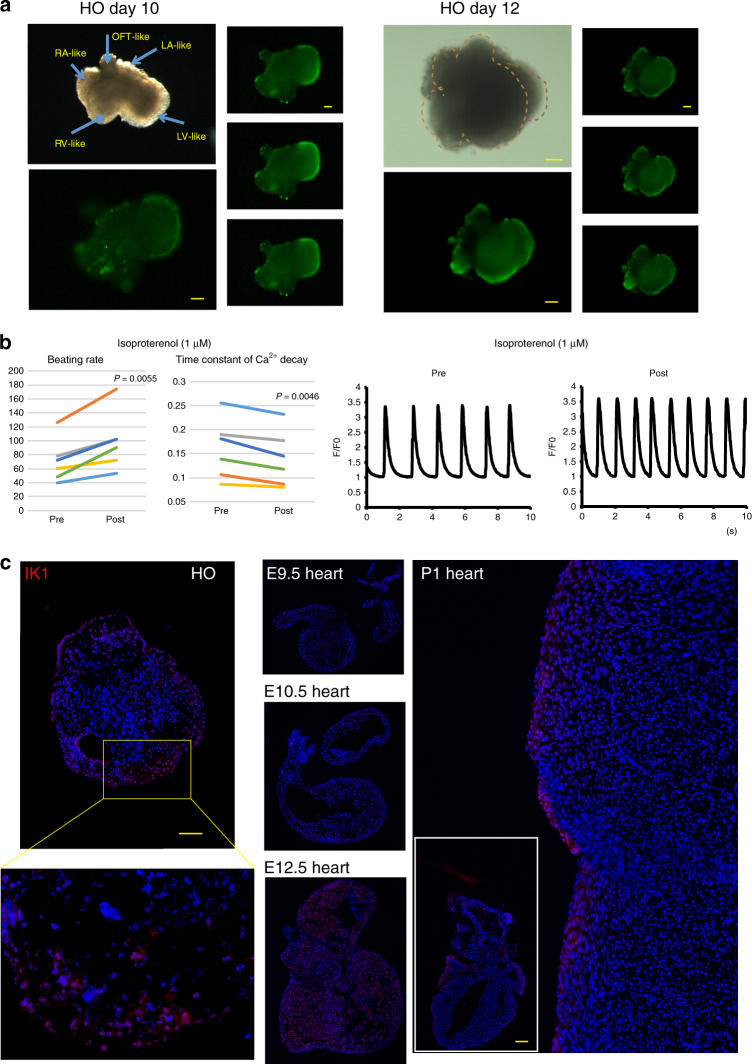
Functional maturity of heart organoid (HO)s. **a** Ca^2+^ transients in the HOs. Ca^2+^ oscillations were analyzed using the Ca^2+^-binding fluorescent dyes Fluo8 AM. Representative images of HOs (*n* = 7, two experiments, each top left panels, bright field and bottom left panels: fluorescent images). Three fluorescent images were extracted from every ten frames of sequential images (each right column, see also Supplementary Fig. 7). Scale bar: 100 μm. **b** Ca^2+^ transients in the 11-day cultured HOs, pre- and post administration of the β adrenergic agonist isoproterenol (1 μM). Beating rate was increased and time constant of Ca^2+^ decay was decreased after treatment of isoproterenol (left, *n* = 6, *P* = 0.0055 and 0.0046 by two-sided paired *t* test). The representative traces of changed Ca^2+^ signal (F/F0) before and after the treatment of isoproterenol (right). **c** IK1 immunostaining in a representative HO (left, *n* = 10 out of *n* = 12, two independent experiments), embryonic hearts (E9.5, E10.5 and E12.5; middle) and a postnatal day 1 (P1) mouse heart (right). Inset indicates the whole image of P1 mouse heart. Scale bar: 100 μm (HO), and 1 mm (P1 mouse heart).

Next, we investigated the expression of the inwardly rectifying K^+^ channel (IK1)/Kir2.1, which contributes to cell excitability and action potential regulation in the heart and is expressed at high levels in the late embryonic and postnatal heart^50,51^. Immunofluorescence staining revealed IK1 expression in the heart organoids (83%, *n* = 10 out of 12) similar to that of E12.5H and postnatal day 1 (P1) heart, indicating that the heart organoids were developmentally more mature than the early embryonic hearts (E9.5H and 10.5H without IK1 expression) in terms of IK1 (Fig. 9c). Next, to determine whether appropriate excitation occurs in the heart organoids, we performed an electrophysiological evaluation by optical mapping, which enables high-resolution analysis of membrane potentials^52^. Importantly, optical mapping using voltage-sensitive dye identified two distinct regions representing atrium- and ventricle-like activation such as atrium-like propagation before ventricle activation (Supplementary Movie 6). These two components (atrium- and ventricle-like) of activation were detected in 13 of 22 heart organoids (59%). Activation of the atrium-like region preceded that of other area, and was characterized by relatively shorter action potential duration (APD). The ventricle-like region was excited after the atrium-like region with substantial conduction delay, and showed longer action potential duration (Fig. 10a). The atrium-like regions of different heart organoids exhibited significantly shorter APD90 than the ventricle-like region (Fig. 10b). These findings were similar to the observation of optical mapping of adult whole heart. Treatment with 100 nM of E4031, an IKr blocker, caused significant prolonged APD90 (Fig. 10c, left; graph, right; representative image). Moreover, treatment with 1 μM of E4031 led to spontaneous induction of tachyarrhythmia from an extrasystole (Fig. 10d, right and Supplementary Movie 7).

**Fig. 10:**
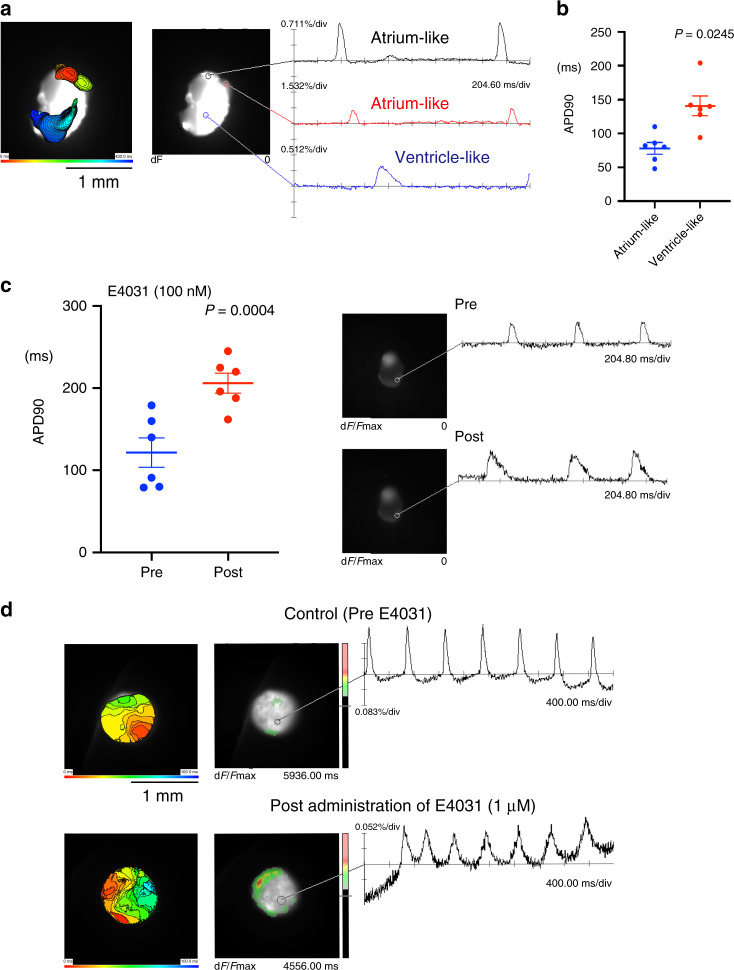
Electrophysiological properties of heart organoid (HO)s. **a** Activation map during spontaneous excitation (left). Each local action potential of atrium-like (black and red) and ventricle-like (blue) components was presented in diagrams (right). **b** Action potential duration (APD90) in each atrium- and ventricle-like action potential of HOs (*n* = 6, *P* = 0.0245 by two-sided paired *t* test). Data are presented as mean values ± SEM. **c** APD90 of HOs was analyzed by optical mapping in HOs pre- and post treatment with 100 nM of E4031 (left, *n* = 6, *P* = 0.0004 by two-sided paired *t* test). Data are presented as mean values ± SEM. The representative optical mapping data of HOs pre- and post treatment with 100 nM of E4031 (right). **d** Action potentials recorded by optical mapping in HOs, pre- (top) and post (bottom) treatment with the IKr blocker E4031 (1 μM). High-resolution activation maps (left panels) show that the excitation pattern and excitation propagation speed are different in HOs before and after treatment with E4031 (right diagrams, see also Supplementary Movie 7).

Taken together, these results suggest that the heart organoids generated using our approach mimic key features of Ca^2+^ transient formation and cell excitability seen in embryonic hearts.

## Discussion

The present study demonstrated that employing FGF4 under serum-free conditions in a fetal-heart-fitted ECM environment generated the heart organoids could mimic the in vivo heart developmental processes in a spatial and temporal manner like self-organization. The protocol described herein enabled the generation of 3D heart organoids composed of CMs, ECs, SMs and potentially cardiac autonomic neurons. Importantly, we demonstrated that these 3D heart organoids exhibited structural and functional characteristics resembling their in vivo counterparts based on the presence of (1) cardiac muscle-specific IDs and T tubule/SR junctions in working CMs, (2) atrial myocytes with secretory vesicles as well as abundant other organelles, (3) Purkinje-specific myocytes suggesting the formation of a conduction system, (4) the expression of cardiac TFs and multiple structural proteins, and (5) functional Ca^2+^ oscillations over a short culture period.

Notably, these heart organoids possessed atrium-like part with atrial myocytes at an ultrastructural level and ventricle-like part with ventricular myocytes. Thus, they mimic mammalian four-chambered heart formation in a semi-self-regulated manner, implying this process includes several essential gene networks and cell−cell interactions. It clearly demonstrates the critical importance of adequate ECM conditions to induce in vitro organ/tissue formation. It will be of great interest to assess the extent to which mimicking the basic mammalian body plan in vitro. Another interesting question is whether it is possible to trace the evolutionary path of vertebrate hearts, from fish (one atrium and one ventricle) to mammals (two atria and two ventricles) in vitro.

Also, the expression of Nestin (fetal heart and brain marker) was observed in both heart organoids and in E12.5 hearts, suggesting that Nestin-positive cells derived from NCCs may contribute to cardiac innervation and conduction through the cardiac autonomic nervous system^25,53^.

Although the heart organoids generated with this protocol do not perfectly match the in vivo heart with respect to the global gene expression profile, the heart organoids did exhibit appropriate differentiation of various heart-specific components related to overall cardiac function. In particular, the heart organoids exhibited β adrenergic stimulation in response to isoproterenol treatment, demonstrating that these structures closely resemble the in vivo heart. In our heart-like generating system, administration of E4031 also causes prolongation of action potential duration and tachyarrhythmia through optical mapping analysis like the effect of E4031 in normal CMs, reflecting certain features of mutations in IKr channel genes such as hERG and KCNH2. Moreover, the heart organoids demonstrated autonomous beating with myocardial contractions, thereby fulfilling the criteria for a functional heart.

Thus, our heart organoid culture system provides an efficient model to study the pathologies of congenital heart defects with structural abnormalities and to screen potentially dangerous drugs that cause cardiac defects, possibly leading to significant progress in regenerative medicine.

Another notable result is the expression of IK1 and RYR2 in the heart organoids. IK1 expression has not been detected in previous iPSC-derived CMs, even though the presence of the K+ channel is a key criterion for mature CMs, which are used to assess heart toxicology. Given that our electrophysiological assessment revealed normal excitement in the heart organoids and altered excitement in the heart organoids treated with the IKr blocker E4031, this culture system might be suitable for use in screening for drug side effects such as arrhythmia. Thus, we expect that this method will be used to generate 3D heart organoids from human iPSCs for translational research applications. A few studies^54–56^ have recently reported the successful bioengineering of cardiac muscle tissue from human iPS-derived CMs, and these platforms will be a promising tool for drug testing. Our culturing methods also recapitulate cardiac perturbation in vitro by the deletion of cardiac TF genes such as *Tbx5* and *Isl1* important for heart development. As our culturing method for heart organoids containing cardiac muscle and other components is a unique biomimetic model for embryonic heart development in a self-organization-like manner from pluripotent stem cells, this system will be useful for evaluating the heart toxicity of newly developed drugs in the future.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (TMDU), and were performed according to the guidelines of the same institution. Mice were allowed access to a standard chow diet and water ad libitum and were housed in a pathogen-free barrier facility with a 12L:12D cycle, at temperature and humidity ranges of 22−24 °C and 40−60%, respectively.

### Cell culture and heart organoid generation

A step-by-step protocol describing the heart organoid generation protocol can be found at Protocol Exchange^57^. Trypsinized wild-type ESCs (three independent cell lines derived from C57BL/6 and F1 hybrid C57BL/6× JF1) were seeded into six-well plates coated with 0.2% gelatin and incubated at 37 °C for 45 min. Floating ESCs were collected and centrifuged at 1000 rpm for 5 min^17^. For EB formation, 1000−5000 ESCs (or 500 ESCs, for the examination of the minimum number of ESCs required for heart organoid generation) were seeded onto each well of a U-bottomed 96-well plate (Prime surface 96-well U, Sumiron) in FBS-supplemented ES medium without LIF and incubated at 37 °C for 4 days. For heart organoid cultures, EBs were transferred onto an 85.7 μg/cm^2^ LN/ET gel (BD 354259) or onto 10.7 μg/cm^2^ iMatrix-411 (gifted from Nippi)-coated chamber slides (Falcon 35418) in 200 μl of heart organoid medium (50 μg/ml penicillin/streptomycin, 20% KSR, 1 mM sodium pyruvate, 100 μM β-mercaptoethanol, 2 mM l-glutamine, 60 ng/ml progesterone, 30 ng/ml β-estradiol, 5 μg/ml insulin, 20 μg/ml transferrin, and 30 nM selenite in DMEM/F12 (Gibco 11320033)) containing FGF4 (30−60 ng/ml). Subsequently, the EBs were incubated at 37 °C and 5% CO_2_ for 10−15 days or longer with medium changes on days 3, 5, 7, 9, 11, 13, 14, and 15. Starting on day 9, BMP4 (50 ng/ml), BIO (2.5 μM), and LIF (1000 units/ml)^14^ were added to the medium. After culturing, the heart organoids were collected for further analysis. In case of other growth factors, 30 ng/ml of bFGF (FGF2) and 60 ng/ml of FGF10 were used. For Matrigel culture, EBs were embedded in Matrigel (9−12 mg/ml, BD356230) drops.

### Establishment of Tbx5 KO and Isl1 KO ESC lines using the CRISPR/Cas9 system

For the generation of *Tbx5* KO vector, sgRNAs were designed with the CRISPR design tool, Benchling (www.benchling.com). In case of *Isl1*, sgRNAs were used as described previously^33^. The used sequences of sgRNAs are as follows: *Tbx5* sgRNA1: 5′CGAAACCTGAGAGTGCTCTG, *Tbx5* sgRNA2: 5′CAAGTCTCCATCATCCCCGC, *Isl1* sgRNA1: 5′CCGATTTAAGCCGGCGGAGT, and *Isl1* sgRNA2: 5′TCATGAGCGCATCTGGCCGA. Each sgRNA was annealed and inserted into the pGuide-it-ZsGreen1 Vector (Guide-it CRISPR/Cas9 system (Green), Clontech) as per the manufacturer’s protocol. Both of pGuide-it-ZsGreen1-sgRNA1 and -sgRNA2 for each gene were transfected to wild-type (WT) B6 ES cells by electroporation using Super electroporator NEPA 21 typeII (NEPA GENE). To subclone KO cell lines, GFP-positive ES colonies were randomly picked and propagated. All subclones were investigated for their mutations using Guide-it mutation detection kit (Clontech). Six lines of *Tbx5* KO ESC lines and six lines of *Isl1* KO ESC lines were established and each of the three KO ESC lines were used for the generation of heart organoids with FGF4 on LN/ET complex.

### RNA-seq analysis

EBs without further culturing and heart organoids cultured for 6 (*n* = 3), 9 (*n* = 3), 13 (*n* = 3), or 15 days (large, *n* = 3; small, *n* = 3) were collected and immediately frozen in liquid nitrogen. In addition, dissected embryonic hearts at days 9.5 and 11.5 (two or three biological replicates) were collected and frozen as described above. Total RNA was extracted using an AllPrep DNA/RNA Micro Kit (QIAGEN) according to the manufacturer’s protocol. Libraries for the RNA-seq analysis were prepared using a KAPA Stranded mRNA-Seq Kit (KAPA Biosystems). The resulting libraries were sequenced on a HiSeq 1500 (single-end 50-bp reads with HiSeq SR Rapid Cluster Kit v2 and HiSeq Rapid SBS Kit v2, Illumina). The sequence data were mapped against the mouse reference genome sequence (GRCm38/mm10) using Bowtie2, followed by calculation of the read numbers and RPKM value for each gene using the Bioconductor package DEGseq. For the RNA-seq analysis of atrium- and ventricle-like structures in heart organoids, 13-day cultured heart organoids (*n* = 3, biologically triplicates) were surgically dissected to each atrium-like part and ventricle-like part and immediately frozen in liquid nitrogen. Also, embryonic hearts at day 11.5 were surgically dissected to atria and ventricles. Total RNA was extracted as described above and the preparation of libraries and sequencing were performed by Takara company. The sequence data were mapped against the mouse reference genome sequence (GRCm38/mm10) using STAR, followed by calculation of the fragment numbers and FPKM (fragments per kilobase of exon per million mapped fragments) value for each gene.

### Immunofluorescent staining

Heart organoids were collected after 10−15 days of culture and frozen in optimal cutting temperature (OCT) compound (Tissue-Tek) in a plastic tissue mold (Cryo dish, Shoei). The sections were sliced at a thickness of 5−7 μm using a cryostat set at −16 °C and transferred to MAS-coated glass slides (Matsunami) or poly-l-lysine-coated slides (Sigma). EBs without further culturing were also collected, frozen in OCT, and sectioned as described above.

To prepare mouse embryonic and postnatal heart sections, pregnant female mice (C57BL/6, from 9.5 to 13.5 days postcoitum) and postnatal day 1 (P1) mice were sacrificed, and the hearts were dissected from the embryos and neonates at each developmental stage. The embryonic hearts and P1 hearts were immersed in sucrose-PBS solutions (4, 10, 15, or 20%) and then frozen in OCT, and later sliced at a thickness of 7 μm using a cryostat. The cryosections were fixed in 4% paraformaldehyde-PBS at room temperature (RT) for 15 min. The fixed sections were washed three times in PBS for 5 min and incubated with a blocking buffer (PBS containing 5% normal goat serum and 0.3% Triton X-100, or PBS containing 5% bovine serum albumin (BSA) and 0.3% Triton X-100) at RT for 1 h. The sections were subsequently incubated overnight with primary antibodies in dilution buffer (PBS containing 1% BSA and 0.3% Triton X-100) at 4 °C. The sections were then washed with PBS and incubated with secondary antibodies at RT for 1−2 h. The slides were counterstained with DAPI (diluted 1:1,000, Dojindo Laboratories) and mounted using a VECTASHIELD HardSet Antifade Kit (VECTOR Laboratories). Primary antibodies and dilutions used: anti-Tbx5 (1:100, Abcam, ab137833), anti-cTnI (1:50, ab47003), anti-cTnT (1:50−1:100, ab8295), anti-Nkx2-5 (1:50−1:100, ab91196), anti-Nestin (1:100, ab105389), anti-Oct3/4 (1:100, Santa Cruz Biotech, sc-8629), anti-PECAM (1:50, BD, #550274), anti-Mlc2a (1:50, Synaptic System #311 011), anti-Mlc2v (1:100, Synaptic System #310 003), anti-SM-MHC (1:50, R&D Systems, MAB4470), anti-αSMA (1:50, ab5694), anti-TRPM4 (1:50, ABN418), anti-KCNN4 (IK1, 1:50, GTX54786), anti-GATA4 (1:50, ab134057), anti-AFP (1:50, ab213328), anti-Cx43 (1:50, Sigma, C6219), anti-Cx40 (1:50, Invitrogen, #37-8900), anti-Cx45 (1:50, ab78408) and anti-RYR (1:100, ab2868). Secondary antibodies and dilutions used: Alexa 488 goat anti-mouse IgG1 (1:500, Invitrogen, A21121), Alexa 568 goat anti-rabbit IgG(H + L) (1:500, Invitrogen, A11036), Alexa 568 goat anti-rat IgG(H + L) (1:500, Invitrogen, A11077), Alexa 488 goat anti-rabbit IgG (1:500, Invitrogen, A11034), Goat anti-mouse IgG2b Secondary Ab Alexa Fluor 647 (1:500, Invitrogen, A21242), Alexa Fluor 488 goat anti-mouse IgG Ab (1:500, Invitrogen, A11001), Alexa 594 donkey anti-goat IgG(H + L) (1:500, Invitrogen, A11058), Alexa 488 donkey anti-rabbit IgG(H + L) (1:500, Invitrogen, A32790).

### 3D imaging by optimized CUBIC tissue clearing

For whole-mount immunofluorescence of cleared samples, we performed an optimized CUBIC analysis^47^. The collected heart organoids cultured for 11 days were fixed in 4% PFA/PBS overnight at 4 °C, incubated in Reagent 1 (25 wt% urea, 25 wt% N, N, N′, N′- Tetrakis (2-hydroxy propyl) ethylenediamine, 15 wt% Triton X-100, and 35 wt% DDW) in a shaker for 4 h at 37 °C and 80 rpm, and then washed with PBS three times for 20 min each. For immunostaining, the samples were incubated in a primary antibody solution (1 wt% BSA, 0.02 wt% sodium azide, 10 vol% normal goat serum and 0.1 wt% Triton X-100 in PBS) overnight at 4 °C, washed with PBS three times for 20 min each, and incubated in a secondary antibody solution (0.2 wt% BSA, 0.02 wt% sodium azide, and 10 vol% normal goat serum in PBS) in a shaker for 12 h at 37 °C and 80 rpm. After the samples were washed with PBS three times for 10 min each, they were dehydrated with 20% sucrose in PBS for 30 min and finally incubated in reagent 2 (10 wt% triethanolamine, 50 wt% sucrose, 25 wt% urea, and 15 wt% DDW) in a shaker for over 2 h at 37 °C and 80 rpm. The immunostained heart organoids were analyzed with a laser confocal microscope (LSM 710, ZEISS, or FV3000, OLYMPUS).

### Ca^2+^ measurement

The heart organoids were washed two times with PBS, incubated at 37 °C for 15−30 min with 4 μM of the green fluorescent intracellular Ca^2+^-binding dye Fluo8-AM (AAT Bioquest, Sunnyvale, CA) with Pluronic F127 (Dojindo, Tokyo, Japan) in normal Tyrode’s solution, and then washed again two times with PBS. Subsequently, the heart organoids were mounted in glass-bottom dishes with 200 μl of normal Tyrode’s solution and observed under a fluorescence microscope (BZ-X710, Keyence). Isoproterenol was used in the final concentration of 1 μM. The obtained images were analyzed with ImageJ software. The time constant of Ca^2+^ decay was calculated by a single exponential fit using Origin software (OriginLab).

### Optical mapping

Optical mapping was performed with a high-speed CMOS camera system (MiCAM Ultima, Brainvision, Tokyo, Japan) as reported previously^52^. The heart organoids were stained with 15 μM di-4-ANEPPS (Wako, Tokyo, Japan) for 15 min, followed by washout with PBS. Next, the samples were incubated with 30 μM of blebbistatin (Sigma-Aldrich, St. Louis, MO) for 15 min to eliminate the motion artifact. After washout, the heart organoids were placed in a glass-bottom dish filled with Tyrode’s solution (135 mM NaCl, 5.4 mM KCl, 1.8 mM CaCl_2_, 0.53 mM MgCl_2_, 0.33 mM NaH_2_PO_4_, 5.5 mM d-glucose, and 5.0 mM HEPES at pH = 7.40 adjusted with NaOH and aerated with 100% O_2_). E-4031 was used in the final concentration of 100 nM or 1 μM. The temperature was maintained at 37 °C throughout the procedure. All optical mapping was recorded using a ×5 objective lens, resulting in a spatial resolution of 20 μm × 20 μm/pixel, and data sampling was performed at 500 frames per second. The obtained data were analyzed using BV analysis software (Brainvision).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Information

Supplementary Data 1

Reporting Summary

Peer Review File

Descriptions of Additional Supplementary Files

## Data Availability

The raw sequencing data from the RNA-seq analyses have been deposited in the GEO database under accession code: GSE143932 (GEO) and under accession codes: SAMD00202559−SAMD00202583 (DDBJ BioSample). All relevant data are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: In vitro generation of functional murine heart organoids via FGF4 and extracellular matrix
**Source:** Nat Commun. 2020 Sep 3;11:4283. doi: 10.1038/s41467-020-18031-5
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No customized software was used.                                                                                                                                                                                                                                 |
| Data analysis   | Optical mapping: BV analysis software (Brainvision)<br>Ca2+ imaging: ImageJ software, Origin software (OriginLab)<br>Graphs in Fig. 10b, c and Supplementary Figure 2a: GraphPad Prism version 8<br>Immunofluorescence: ZEN 2012 SP1 (black edition) version 8.1 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession codes of the raw sequencing data from the RNA-seq analyses are GSE143932 (GEO) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143932>] and SAMD00202559-SAMD00202583 (DDBJ BioSample)

[<http://trace.ddbj.nig.ac.jp/BSSearch/biosample?acc=SAMD00202559>]-[<http://trace.ddbj.nig.ac.jp/BSSearch/biosample?acc=SAMD00202583>].

All relevant data are available from the authors upon reasonable request. Source data (Fig. 7a-e, 8d, Supplementary Figure 5c, 6b) are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | On the generation of heart organoids, the sample size was determined based on the data collection of six independent experiments. The data were collected on the entire population of those experiments. Given that heart organoids were consistently generated in those experiments, the sample size of our study is sufficient.                                                               |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | The generation of heart organoids were performed over 10 experiments and successfully replicated. From different cell lines, the generation of heart organoids were reliably reproduced. All other results reported were successfully replicated. We have performed at least two independent or biologically independent experiments. We described the number of experiments in Figure legends. |
| Randomization   | For the generation of heart organoids, EBs were randomly divided into control (+FGF4 in the standard condition) and several treatment samples (+FGF10, +FGF2, or Matrigel culture conditions).                                                                                                                                                                                                  |
| Blinding        | For generation of heart organoids, culturing EBs derived from murine ES cells with different conditions was performed in a non-blinded manner.                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

anti-Tbx5 (Abcam, ab137833), anti-cTnI (Abcam, ab47003), anti-cTnT (Abcam, ab8295), anti-Nkx2-5 (Abcam, ab91196), anti-Nestin (Abcam, ab105389), anti-Oct3/4 (Santa Cruz Biotech, sc-8629), anti-PECAM (BD, #550274), anti-Mlc2a (Synaptic System #311 011), anti-Mlc2v (Synaptic System #310 003), anti-SM-MHC (R&D Systems, MAB4470), anti-αSMA (Abcam, ab5694), anti-TRPM4 (ABN418), anti-KCNN4 (IK1, GTX54786), anti-GATA4 (Abcam, ab134057), anti-AFP (Abcam, ab213328), anti-Cx43 (Sigma, C6219), anti-Cx40

(Invitrogen, #37-8900), anti-Cx45 (Abcam, ab78408) and anti-RYR (Abcam, ab2868).

Alexa 488 goat anti mouse IgG1 (Invitrogen, A21121), Alexa 568 goat anti rabbit IgG(H+L) (Invitrogen, A11036), Alexa 568 goat anti rat IgG(H+L) (Invitrogen, A11077), Alexa 488 goat anti rabbit IgG (Invitrogen, A11034), Goat anti mouse IgG2b Secondary Ab Alexa Fluor 647 (Invitrogen, A21242), Alexa Fluor 488 goat anti mouse IgG Ab (Invitrogen, A11001), Alexa 594 donkey anti goat IgG(H+L) (Invitrogen, A11058), Alexa 488 donkey anti rabbit IgG(H+L) (Invitrogen, A32790).

## Validation

anti-Tbx5 (Abcam, ab137833): Suitable for WB, ICC/IF of human. Validated for detecting Tbx5 in mouse hearts.  
 anti-cTnI (Abcam, ab47003): Recommended for ICC/IF of mouse, rat and human. Validated for detecting cardiomyocytes in mouse hearts.  
 anti-cTnT (Abcam, ab8295): Recommended for Flow Cyt, IHC-Fr of mouse, rat, dog, and human. Validated for detecting cardiomyocytes in mouse hearts.  
 anti-Nkx2-5 (Abcam, ab91196): Recommended for ICC/IF of mouse, rat and human. Validated for detecting Nkx2.5 in mouse hearts.  
 anti-Nestin (Abcam, ab105389): Recommended for ICC/IF of human. Validated for detecting Nestin in mouse embryonic hearts.  
 anti-Oct3/4 (Santa Cruz Biotech, sc-8629): Recommended for WB, ChIP of mouse, rat and human. Validated for detecting Oct3/4 in mouse embryonic stem cells and EBs by ICC/IF.  
 anti-PECAM (BD, #550274): Recommended for Flow Cyt, IHC-Fr of mouse (QC Testing). Validated for detecting endothelial cells in mouse hearts.  
 anti-Mlc2a (Synaptic System #311 011): Recommended for IHC of human, mouse and rat. Validated for detecting atrial cells in mouse hearts.  
 anti-Mlc2v (Synaptic System #310 003): Recommended for IHC of human, mouse and rat. Validated for detecting ventricular cells in mouse hearts.  
 anti-SM-MHC (R&D Systems, MAB4470): Recommended for ICC, IHC of human and mouse. Validated for detecting smooth muscle cells in mouse hearts.  
 anti-αSMA (Abcam, ab5694): Recommended for IHC-FoFr, ICC/IF of mouse, rat and chicken. Validated for detecting smooth muscle cells in mouse hearts.  
 anti-TRPM4 (ABN418): Recommended for WB, IHC of human, mouse and rat. Validated for detecting Purkinje cells in mouse hearts.  
 anti-KCNN4 (IK1, GTX54786): Recommended for WB of human. Validated for detecting IK1 in mouse hearts by ICC/IF.  
 anti-GATA4 (Abcam, ab134057): Recommended for WB, Flow Cyt, ICC/IF of mouse, rat and human. Validated for detecting GATA4 in mouse hearts.  
 anti-AFP (Abcam, ab213328): Recommended for ICC/IF of mouse liver and placenta.  
 anti-Cx43 (Sigma, C6219): Recommended for IHC/Fr of human and mammals. Validated for detecting Cx43 (gap junction protein) in mouse hearts.  
 anti-Cx40 (Invitrogen, #37-8900): Recommended for IHC/Fr of human and mouse. Validated for detecting Cx40 (gap junction protein) in mouse hearts.  
 anti-Cx45 (Abcam, ab78408): Recommended for ICC of rat and predicted reactivity with mouse. Validated for detecting Cx45 (gap junction protein) in mouse hearts.  
 anti-RYR (Abcam, ab2868): Recommended for ICC/IF of mouse and rat. Validated for detecting Ryanodine receptor in mouse hearts.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                             |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse embryonic stem cell lines                                                                                                                                             |
| Authentication                                                    | Given that all cell lines were originally established, none of cell lines have authenticated. If necessary, we will perform STR profiling for the cell line authentication. |
| Mycoplasma contamination                                          | The cell lines were not tested for mycoplasma contamination. If necessary, we will test.                                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Pregnant female mice C57BL/6 (over 9 Weeks) from 9.5 to 13.5 days post coitum, postnatal day1 mice C57BL/6, and ES cell lines derived from mice C57BL/6 (over 9 Weeks) and F1 hybrid of C57BL/6 and JF1(over 9 Weeks) were used in this study. Mice were allowed access to a standard chow diet and water ad libitum and were housed in a pathogen-free barrier facility with a 12L:12D cycle, at temperature and humidity ranges of 22 to 24°C and 40 to 60%, respectively. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal experiments were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (TMDU).                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: In vitro generation of functional murine heart organoids via FGF4 and extracellular matrix
**Source:** Nat Commun. 2020 Sep 3;11:4283. doi: 10.1038/s41467-020-18031-5
**Supplement:** Supplementary file 12 — Descriptions of Additional Supplementary Files

**Title: Supplementary Movie 1.**

**Description:** Spontaneous beating of *in vitro* cultured, multichambered heart organoid at day 11. QuickTime movie.

**Title: Supplementary Movie 2.**

**Description:** Spontaneous beating of *in vitro* cultured cardiac crescent-like structure at day 3. QuickTime movie.

**Title: Supplementary Movie 3**

**Description:** Time lapse from day 2 to day 8 of heart organoid culture showed that *in vitro* cultured EB underwent morphological changes to form a cardiac crescent-like structure, a heart tube and a looping heart tube. Scale bar, 100µm. MP4 file.

**Title: Supplementary Movie 4.**

**Description:** 3D imaging of Mlc2a (green) and Mlc2v (red) immunostained heart organoid cultured for 13 days. See also Figure 8b. MP4 file.

**Title: Supplementary Movie 5.**

**Description:** Calcium transients in cultured heart organoid at day 10.

For the analysis of calcium oscillation in heart organoid, the heart organoid was stained with the calcium-binding fluorescent dyes Fluo8 AM or Fluo8 AM/F127. The fluorescent calcium signal was recorded at 1/100 seconds of exposure time under fluorescence microscopy. QuickTime movie.

**Title: Supplementary Movie 6.**

**Description:** Propagation map of a cultured heart organoid at day 11. The atrium-like propagation before ventricle activation was detected by optical mapping. MP4 file.

**Title: Supplementary Movie 7.**

**Description:** Optical mapping of the *in vitro* cultured heart organoid at day 17, showing simultaneous excitement before administration of E4031 (1–10 seconds) and spontaneous induction of tachyarrhythmia after administration of E4031 (11–20 seconds). QuickTime movie. Two Movie files (10 seconds each) were combined into one MP4 file.

**Title: Supplementary Data 1.**

**Description:** List of genes differentially expressed genes between *in vivo* embryonic hearts (E9.5 and E11.5) and EBs.

# Supplementary material for: In vitro generation of functional murine heart organoids via FGF4 and extracellular matrix
**Source:** Nat Commun. 2020 Sep 3;11:4283. doi: 10.1038/s41467-020-18031-5
**Supplement:** Supplementary file 13 — Source Data

Figure 7A#PcaHO_RPKM <- HOrnaseq[,c(1,3,8,13,23,28,33,83,88,93,98,103,108,113,118)]   #EB, E9.5, E11.5 day9, day13 hbgenes <- c("Hbb-bh1","Hba-a2","Hbb-b1","Hbb-y","Hba-a1","Hbb-bt","Hbb-bs","Hbb-b2","Hba-x","Hp") �”hb complexŠÖ˜Aˆâ“`Žqpca_wohb <- prcomp(HO_RPKM[!HO_RPKM$geneName %in% hbgenes,2:15], scale=TRUE)library("rgl")plot3d(pca_wohb$rotation[,1:3], col=c("red","red","red","blue","blue","blue","green","green","green","darkgreen","darkgreen","darkgreen","orange","orange"), size=5)B#heatmapplot(regHeatmap(mat_logRPKM[,c(4,5,6,9,7,8,10,11,12,13,14,1,2,3)], dendrogram=list(Col=list(status="no")), labels=list(Row=list(cex=0.6))))C #dot plotgroup1 <- c("Hcn4","Hey2","Irx4","Myl2","Myl7","Tbx5")group2 <- c("Gata4","Actc1","Myh7","Bmp10","Pitx2","Nkx2-5","Tnnt2","Nppa")group3 <- c("Mesp1","Nanog","Nodal","Pou5f1","Wnt3")group4 <- c("Myh6","Tnnt3")group5 <- c("Foxa2","Myod1","Otx2","Pdx1","Sox17","Tbr1")iggplot(subset(HO_RPKM_L, geneName %in% group1), aes(x=factor, y=log2RPKM, colour=factor))+geom_jitter(width=0.2)+facet_wrap(~geneName, scale="free_y", nrow=1)+scale_colour_manual(values=c("orange","red","blue","green","darkgreen"))+theme_classic()+theme(axis.line=element_line(lineend="square",size=0.8), axis.text.x=element_text(angle=90,hjust=0, vjust=0.5, colour="black"), legend.position="none", axis.text.y=element_text(colour="black"), strip.text=element_text(face="italic"))+labs(x="",y="log2(RPKM+1)")iiggplot(subset(HO_RPKM_L, geneName %in% group2), aes(x=factor, y=log2RPKM, colour=factor))+geom_jitter(width=0.2)+facet_wrap(~geneName, scale="free_y", nrow=2)+scale_colour_manual(values=c("orange","red","blue","green","darkgreen"))+theme_classic()+theme(axis.line=element_line(lineend="square",size=0.8), axis.text.x=element_text(angle=90,hjust=0, vjust=0.5, colour="black"), legend.position="none", axis.text.y=element_text(colour="black"), strip.text=element_text(face="italic"))+labs(x="",y="log2(RPKM+1)")iiiggplot(subset(HO_RPKM_L, geneName %in% group3), aes(x=factor, y=log2RPKM, colour=factor))+geom_jitter(width=0.2)+facet_wrap(~geneName, scale="free_y", nrow=1)+scale_colour_manual(values=c("orange","red","blue","green","darkgreen"))+theme_classic()+theme(axis.line=element_line(lineend="square",size=0.8), axis.text.x=element_text(angle=90,hjust=0, vjust=0.5, colour="black"), legend.position="none", axis.text.y=element_text(colour="black"), strip.text=element_text(face="italic"))+labs(x="",y="log2(RPKM+1)")ivggplot(subset(HO_RPKM_L, geneName %in% group4), aes(x=factor, y=log2RPKM, colour=factor))+geom_jitter(width=0.2)+facet_wrap(~geneName, scale="free_y", nrow=2)+scale_colour_manual(values=c("orange","red","blue","green","darkgreen"))+theme_classic()+theme(axis.line=element_line(lineend="square",size=0.8), axis.text.x=element_text(angle=90,hjust=0, vjust=0.5, colour="black"), legend.position="none", axis.text.y=element_text(colour="black"), strip.text=element_text(face="italic"))+labs(x="",y="log2(RPKM+1)")vggplot(subset(HO_RPKM_L, geneName %in% group5), aes(x=factor, y=log2RPKM, colour=factor))+geom_jitter(width=0.2)+facet_wrap(~geneName, scale="free_y", nrow=2)+scale_colour_manual(values=c("orange","red","blue","green","darkgreen"))+theme_classic()+theme(axis.line=element_line(lineend="square",size=0.8), axis.text.x=element_text(angle=90,hjust=0, vjust=0.5, colour="black"), legend.position="none", axis.text.y=element_text(colour="black"), strip.text=element_text(face="italic"))+labs(x="",y="log2(RPKM+1)")Dupdowngenes <- c("Tnni3","Myl2","Myh6","Tnnt2","Myh7","Actc1","Nanog","Fgf8","Pou5f1","Mesp1")ggplot(resdf, aes(x=log2(baseMean), y=log2FoldChange, colour=col))+geom_point(size=0.3, aes(colour=col))+scale_colour_manual(values=c("black","blue","lightpink","red","skyblue"))+labs(x="A",y="M",title="Heart Organoid vs EB")+theme_classic()+theme(axis.line=element_line(size=1, lineend="square"), axis.text=element_text(size=10, colour="black"), legend.position="none")+geom_text_repel(data=resdf[resdf$geneName %in% updowngenes,], aes(x=log2(baseMean), y=log2FoldChange,label=geneName), colour="black", force=10, min.segment.length = 0.001, fontface="italic")Eggplot(GO_top30, aes(x=reorder(GO.biological.process.complete, FDR), y=FDR))+geom_bar(fill="red",stat="identity")+coord_flip()+theme_classic()+theme(panel.background=element_rect(colour="black",size=1), axis.line=element_blank(), axis.text=element_text(colour="black"))+labs(x="",y="-log10(FDR)")ggplot(GO_low30, aes(x=reorder(GO.biological.process.complete, FDR), y=FDR))+geom_bar(fill="blue",stat="identity")+coord_flip()+theme_classic()+theme(panel.background=element_rect(colour="black",size=1), axis.line=element_blank(), axis.text=element_text(colour="black"))+labs(x="",y="-log10(FDR)")Supplementary Figure 5CVenous markersggplot(subset(artery_venous_RPKM,geneName %in% c("Nr2f2","Aplnr","Dab2","Tek")), aes(x=group, y=logrpkm, colour=group))+geom_jitter(width=0.2)+facet_wrap(~geneName, scales="free_y", nrow=1)+labs(x="",y="log2(RPKM + 1)", title="Venous markers", colour="")+theme(axis.text.x=element_text(angle=60, hjust=1))Arterial markersggplot(subset(artery_venous_RPKM,geneName %in% c("Cxcr4","Jag2","Msx1","Notch4","Dll4","Gja4")), aes(x=group, y=logrpkm, colour=group))+geom_jitter(width=0.2)+facet_wrap(~geneName, scales="free_y", nrow=2)+labs(x="",y="log2(RPKM + 1)", title="Arterial markers", colour="")+theme(axis.text.x=element_text(angle=60, hjust=1))Figure 8D#dot plot ggplot(subset(df_l, Name %in% c("Cend1","Col6a2","Cspg4","Fam189a2","Gstm6","Lrig1","Mb","Sema3c","Slc7a7","Snai3","Trim47","Gja1")), aes(x=factor, y=log2(FPKM + 1), fill=factor)) + geom_jitter(width=0.2, pch=21, colour="black")+ facet_wrap(~Name)+labs(fill="",x="")+theme(axis.text.x=element_text(angle=30, hjust=1))+stat_summary(data.fun="mean_se", geom="point", pch="-", size=7, show.legend=FALSE)Supplementary Figure 6B# mean log2 FPKM barplot top100 genes ggplot(l_df, aes(x=Name, y=meanFPKM, fill=aorv))+geom_bar(stat="identity", position="dodge")+facet_wrap(~type, nrow=2, labeller=as_labeller(c("E11.5"="E11.5_H","HO"="HO")))+theme(axis.text.x=element_text(angle=60,hjust=1), axis.text=element_text(colour="black"))+scale_fill_manual(values=c("#00BFC4","#F8766D"),name="")+labs(x="",y="mean log2(FPKM)")

How the deposited data were processed for this re-analysis (not part of the article)

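The libraries were made from RNA of 4 groups with 3 replicates each, namely atria and ventricles of E11.5H and atrium-like and ventricle-like parts of HOs after 13 days of culture. According to the methods, the Takara company prepared and sequenced the libraries, and the authors mapped the reads to GRCm38/mm10 with STAR and calculated the fragment numbers and FPKM of each gene. The versions of the mapping tools, the annotation release, the counting tool and the use of strand are not named in the text of the paper. The authors deposited expected counts, which are fragments per gene without normalization, and FPKM values. Of the count values 23.8% were not whole, and 4740 of the 26190 genes had no count in any library. In 1050 names the authors' table adds a number for a repeated locus. FPKM as deposited is the count divided by the transcript width and by 1 total per library, so it carries no correction for composition. Samples were grouped by the labels of the deposited columns and the paper, and all 12 were used.
Rounded expected counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, filterByExpr with a minimum count of 10, Benjamini-Hochberg adjustment). The comparisons were atria against ventricles of E11.5H, atrium-like against ventricle-like parts of HOs, each HO part against the matching chamber, and the interaction of chamber and tissue over all 12 libraries. DESeq2 1.42.0 and limma 3.58.1 served as alternatives, and limma's fry tested gene lists as a whole. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15. The text names the genes that the paper names or shows for these samples, some genes of the marker lists, and the 3 genes with the largest rise and the 3 with the largest fall past the threshold between the chambers of E11.5H and in the interaction. Between the HO parts no gene passed. Those genes also needed a mean of at least 5 CPM in the higher group and, except for the interaction, no overlap of the groups. A fold change against a group with at most 3 counts in each library is given as a limit, which was computed from the mean of the other group and not from its lowest library.
The tests were run on simulated data with 200 genes changed by 2 on the log2 scale. Of these, edgeR recovered 84% between the chambers of E11.5H, with 3 false among 171 calls, 37% between atrium-like parts and atria, 41.5% between ventricle-like parts and ventricles and 16.5% in the interaction. DESeq2 recovered 42.5% between the HO parts, with 84 false among 169 calls, and 46% in the interaction, with 62 false among 154. limma recovered 78% between the chambers of E11.5H and 0% between the HO parts. The simulation gave each gene 1 spread over all libraries compared and drew genes independently. In the data the coefficient of variation was 0.677 between HO libraries and 0.211 in E11.5H. The simulated rates for the interaction and for HO parts against E11.5H may therefore not hold for these data.
Comparisons, thresholds, most alternatives and 16 lists of marker genes were set before the data were examined. The lists cover cardiomyocytes, atrial, ventricular, sinus node, endothelial, smooth muscle, fibroblast and mesenchyme, epicardium, erythroid, macrophage, hepatocyte and visceral endoderm, gut epithelium, pluripotency, neural, cartilage and skeletal muscle genes. The alternatives were other size factors, other tests, other low-count filters, pseudocounts of 1 and 0.1, all libraries in 1 fit, other thresholds, library sizes without hemoglobin genes, scaling to the pan-cardiomyocyte list, the replicate number as a block, and leaving out each library. A covariate for hepatocyte and visceral endoderm genes and the medians of marker lists under other settings were chosen after seeing the data. A count of 0 in a library allows up to 0.0982 to 0.125 CPM, from 3 counts and without TMM factors, and covers counting error only. Embryoid bodies, whole HOs and whole hearts of the study were not analysed here.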

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

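The tests of cardiomyocyte content in the interaction, of library scaling and of endoderm-like and macrophage-like cells were chosen only after the results were seen.
The chamber difference of 25 genes differed between HOs and E11.5H by the interaction term, 4 higher and 21 lower. Among 100 splits of the libraries within each tissue, the real one included, 11 gave as many genes. The 10 others, with 486 to 722 genes, all set atrium-like replicates 1 and 3 and ventricle-like replicate 3 apart from the other HO libraries, and the remaining 89 splits gave at most 15. Vsnl1 (log2 interaction -10.2, edgeR adjusted p = 0.0121), Shox2 (-8.94, edgeR adjusted p = 0.000193) and Slc17a7 (-8.90, edgeR adjusted p = 0.0390) fell most, and B3gnt3 (4.49), Cxcl16 (2.52) and Atp13a3 (1.32) rose most. Cxcl16 overlaps Zmynd15 on the opposite strand. All 21 genes with a lower interaction were higher in atria of E11.5H with an edgeR adjusted p under 0.05, and 11 had an unadjusted p under 0.05 between the HO parts. After scaling to the pan-cardiomyocyte list 6 of the 21 still passed the threshold, while the scaling raised the median interaction of all genes by 1.46. Only 2 genes passed without atria replicate 1, and 216 passed without atrium-like replicate 2.
The 10 classical atrial genes had a median log2 interaction of -3.42, and the interaction of all 10 was negative (limma's fry over 16 lists, adjusted p = 0.000344). All 10 are expressed in E11.5H and 4 are among the 106 genes of the study. Without any 1 library the median stayed between -3.52 and -3.11. A lower share of cardiomyocytes in the atrium-like parts would lower atrial genes along with all cardiomyocyte genes. After scaling to the pan-cardiomyocyte list the median was -2.01 (limma's fry over 3 lists, adjusted p = 0.000276), which argues against that share as the whole cause. Under the same scaling the sinus node list had -1.67 (limma's fry, adjusted p = 0.00149) and the ventricular list 4.64 (limma's fry, adjusted p = 0.000185). Without the scaling these lists had -2.96 (limma's fry, adjusted p = 2.89e-05) and 3.11 (limma's fry, adjusted p = 0.0751). In E11.5H the atrial, sinus node and ventricular lists had median log2 fold changes of 1.86, 1.30 and -4.60. HO parts without any chamber difference would give interactions of the opposite sign. The p-values after scaling thus carry the E11.5H difference, and they do not show a reversed difference in HOs. Incomplete specification of the chambers and mixing of the parts at dissection stay open and were not tested.
Hepatocyte and visceral endoderm genes, which the paper does not analyse in these libraries, were higher in atrium-like parts than in atria, with a median log2 fold change of 9.92 when the 3 genes at the count limit are held at their bound (10.3 fitted, fry adjusted p = 0.00733). E11.5H expresses 1 of the 12 genes at a mean of at least 1 CPM, and none is among the 106 genes. Scaling of the libraries is argued against, since without normalization factors the list total of the lowest HO library was still 5.64 times that of the highest E11.5H library. All 12 of 12 genes tested were higher with an edgeR adjusted p under 0.05, and 5 were above every E11.5H library in every HO library. Against ventricles, ventricle-like parts had a median of 8.14 over the 8 genes tested, 6 of them with an edgeR adjusted p under 0.05, and the list as a whole did not pass (limma's fry adjusted p = 0.0706). The list total was 32882 CPM, without normalization factors, in atrium-like replicate 1, 1808 in replicate 2 and 14012 in replicate 3. In ventricle-like parts it was 884, 260.2 and 13608, against at most 46.1 in E11.5H. With normalization factors, and so not on the scale of these totals, Afp was at 11227 CPM in atrium-like replicate 1 and 5624 CPM in ventricle-like replicate 3. On that scale Apoa1 was at 10256 and 1461 CPM. The values are consistent with endoderm-like cells in the dissected parts, a hypothesis found and tested on the same libraries. The paper reports no AFP staining in HOs (Fig. 5f), in other samples. It also reports higher Foxa2, Sox17 and Pdx1 RNA in some whole HOs (Fig. 7c) and proposes incomplete repression of stage-specific markers as the reason. For the dissected parts it names contaminating cells as the probable reason for the weaker chamber segregation. Whether endoderm-like cells belong to the culture or came with the dissection was not tested.
Gut epithelium genes were also higher in atrium-like parts than in atria, with a median log2 fold change of 8.46 with 4 genes at their bound (9.20 fitted, fry adjusted p = 0.000317). In E11.5H 4 of the 12 genes are expressed, and none is among the 106 genes. All 12 of 12 had an edgeR adjusted p under 0.05 and 8 were above every E11.5H library in every HO library. In ventricle-like parts against ventricles the median was 6.39 with 2 genes at their bound (limma's fry adjusted p = 0.0198). The list total of the HO libraries was 1214 to 8525 CPM, without normalization factors, and at most 179 CPM in E11.5H. With normalization factors, Krt8 was at 632 to 2771 CPM in HOs and 37.2 to 55.0 CPM in E11.5H, and Epcam at 12.3 to 2077 and 0.519 to 1.19 CPM. Epithelial endoderm-like cells may be the source.
Macrophage genes were higher in ventricle-like parts than in ventricles, with a median log2 fold change of 3.23 (fry adjusted p = 0.0121). The median was 2.58 without ventricle-like replicate 2. All 10 genes are expressed in E11.5H and 1 is among the 106 genes. Of 10 genes tested, 7 were higher with an edgeR adjusted p under 0.05. In atrium-like parts against atria the median was 2.19 (fry adjusted p = 0.115), and the list's interaction did not pass (-1.20, fry adjusted p = 0.429). The list total was at least 184 CPM in HOs and at most 126 CPM in E11.5H. Cd68 was at 57.4 to 127 CPM in HOs and 0.507 to 4.09 CPM in E11.5H. C1qa was at 2.17 CPM in atrium-like replicate 3, below every library of atria (4.47 to 10.1 CPM). In ventricle-like replicate 3 it was at 2.03 CPM, within the range of ventricles (1.45 to 3.64 CPM). Macrophage-like cells may be present in the HO parts, though the list includes genes of the embryonic heart.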

How the results depend on the processing

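The covariate and the list medians were chosen only after the results were seen, as were the tests tied to them.
In E11.5H the count of 712 genes stayed within 1.5 times under other size factors, DESeq2, limma on log2(FPKM + 0.1), both other low-count filters and without hemoglobin genes. With limma on log2(FPKM + 1) it was 386, with all 12 libraries in 1 fit 30, with no fold change limit 1982 and at an adjusted p under 0.01 461. The fit of all libraries has a coefficient of variation of 0.551 in place of 0.211, which shows the cause of the low count. For limma the cause was not tested. Leaving out each library gave 538 to 765 genes.
Between the HO parts the count of 0 (889 genes at an unadjusted p under 0.05) became 72 with DESeq2 (43 higher in atrium-like parts) and 1105 with scaling to the pan-cardiomyocyte list (1102 higher), and stayed 0 under the other settings run, including each left-out library and the covariate (946 genes at an unadjusted p under 0.05). In the simulation 84 of 169 DESeq2 calls were false. The scaling raises all genes, which shows the cause of the 1105.
The 25 interaction genes became 455 with DESeq2, 89 with limma on log2(FPKM + 1), 45 on log2(FPKM + 0.1) and 2 at an adjusted p under 0.01. With the scaling there were 35, of which 29 were higher, against 4 of 25. Leaving out each library gave 2 to 216 genes, and 2 to 6 without any 1 E11.5H library. The cause was not tested, beyond the fewer libraries.
Against E11.5H, atrium-like parts had 1502 genes at an adjusted p under 0.01 and 1662 to 5495 with a library left out (1662, 1690 and 1726 without atria replicates 1, 2 and 3). Ventricle-like parts had 4462 genes with no fold change limit, 1115 at an adjusted p under 0.01 and 1116 to 3725 with a library left out (1201, 1116 and 1212 without ventricles replicates 1, 2 and 3).
The share of chamber genes with the same sign in HOs was 42.9%, 47.3% with no fold change limit and 54.1% with the covariate chosen after seeing the data, and lay from 39.7 to 50.2% with a library left out (50.2% without ventricle-like replicate 2, 47.7% without replicate 1). Other settings gave 40.0 to 45.3%. The 106-gene list had 32 to 44 genes of the same sign under all settings. The cause was not tested. The median of the pan-cardiomyocyte list between the HO parts, -1.50, was -1.49 with other size factors and -1.82 to -0.97 with a library left out (-1.72 without ventricle-like replicate 2, the 1 fit in which limma's fry passed an unadjusted 0.05).
Some signs turned for single genes. Scaling to the pan-cardiomyocyte list gave log2 fold changes between the HO parts of 0.39 for Gja1, 1.13 for Sema3c, 0.28 for Cspg4, 1.02 for Lrig1, 0.69 for Snai3, 1.39 for Fam189a2, 0.28 for Mb, 0.48 for Trim47, 0.032 for Myl3, 0.50 for Myh10, 0.13 for Tbx5 and 1.11 for Nr2f2, under the shift of all genes. With limma on log2(FPKM + 1), Hand1 had -0.78 and the interaction of Myh10 -0.30. Leaving out each library gave -0.51 to 0.44 for Col6a2, -1.00 to 0.38 for Sema3c, -0.94 to 0.015 for Lrig1, -0.60 to 0.24 for Fam189a2, -2.09 to 0.039 for Trim47, -2.07 to 0.88 for Hand1 and -0.49 to 0.54 for the interaction of Myh10. The other changes of named genes were 21 weaker with all libraries in 1 fit, 5 stronger with DESeq2, 4 stronger and 2 weaker with the scaling, 2 stronger and 1 weaker with limma, and 7 stronger and 35 weaker with a library left out.
Replicate numbers were shared between groups. The deviations from the group means of same-numbered libraries correlated at 0.0171, 0.590 and 0.360 between the HO parts, at 0.0106 to 0.0452 between the chambers of E11.5H, at -0.0214 to 0.0710 between atrium-like parts and atria and at -0.0140 to 0.0171 between ventricle-like parts and ventricles. Between different numbers the highest was 0.435, for atrium-like replicate 1 and ventricle-like replicate 3. Myod1 had 643 and 1169 counts in replicate 2 of the 2 HO parts and 0 in the other HO libraries, and same-numbered chambers of E11.5H had the same sex of cells. According to the methods, HOs (n = 3) were dissected into both parts, so parts with the same number may come from the same HOs. The paper does not state that a number marks 1 HO or heart, so the numbers were not used as pairs, and a shared origin stays open. The main tests and the exact permutation tests ignore any such pairing. With the replicate block there were 621 genes in E11.5H (600 shared), 0 between the HO parts (1417 at an unadjusted p under 0.05), 5 in the interaction (2 shared), 2806 and 2003 against E11.5H, 43.3% and 34 genes with the same sign, and -1.54 for the pan-cardiomyocyte list. Hand1 had -0.86 between the HO parts and the interaction of Myh10 -0.076, and 5 named genes no longer passed the adjusted p.
Total counts ranged from 23971258 to 30540993, while the coefficient of variation was 0.677 between HO libraries and 0.211 in E11.5H, so the spread between HO libraries rather than depth limits the comparison of the HO parts.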

Differences from the paper's values

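No test was chosen after the results were seen in this part. The paper reports 951 differentially expressed genes between atria and ventricles of E11.5H, and 712 were found here, a ratio under 1.5. With the DESeq2 Wald test the count was 946. Of the other alternatives set before the data were examined, limma on log2(FPKM + 0.1) gave 851, no filter on low counts 769, library sizes without hemoglobin genes 718, other size factors 712 and at least 10 counts in every library 655. Further from the paper's count were limma on log2(FPKM + 1) with 386, all 12 libraries in 1 fit with 30, the replicate block with 621, no fold change limit with 1982 and an adjusted p under 0.01 with 461.
For Hand1, which the paper places higher in the ventricle-like part, the log2 fold change of atrium-like against ventricle-like parts was 0.36, with 15.5 ± 22.0 FPKM and 13.7 ± 3.86 FPKM (SD, n = 3 each). It was -0.78 with limma on log2(FPKM + 1), -0.86 with the replicate block and -2.07 without atrium-like replicate 3. Col6a2, which the paper places higher in the atrium-like part, had a log2 fold change of 0.12, within the spread of the libraries.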

Other observations

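The test of endoderm content as a covariate, that of sex and the split test of the 106-gene list were chosen only after the results were seen.
With 3 libraries against 3 there are 10 splits, so the share of splits as large is never under 0.1. In E11.5H 1 of the 10 splits, the real one, gave as many as 712 genes, and the same held for 1 of 10 in each comparison of an HO part with its chamber. Between the HO parts all 10 splits gave at least the 0 genes of the real one, and 2 gave as many as 889 genes at an unadjusted p under 0.05. The split of atrium-like replicates 1 and 3 and ventricle-like replicate 3 from the others gave 590 genes, with 4555 at an unadjusted p under 0.05. These are the 3 libraries with the highest levels of hepatocyte and visceral endoderm genes.
The share of chamber genes with the same sign in HOs was as high as the real one in 17 of 20 oriented splits, which ran from 37.0 to 63.0%. For the 106-gene list, all 20 splits gave at least the 33 genes of the real one, with up to 57. With the hepatocyte and visceral endoderm list as a covariate of the HO fit the share was 54.1%, inside the range of the splits, so varying endoderm content and the grouping of the libraries cannot be told apart for this share.
The fitted levels of Myl7, Tbx5 and Kcnj3 were lower in atrium-like than in ventricle-like parts, though none passed the adjusted p threshold. The libraries of the parts overlapped for Myl7 in CPM, and the scaling to pan-cardiomyocyte genes turned the sign for Tbx5. The mean log2 expression of the classical atrial list relative to the pan-cardiomyocyte list differed between the parts by 0.057 (SD 0.22 in atrium-like and 0.62 in ventricle-like parts, n = 3 each, exact permutation test, two-sided, p = 1). The ventricular list differed by 0.15 (exact permutation p = 0.8) and the sinus node list by -0.12 (exact permutation p = 0.8). The values are consistent with a lower share of cardiomyocytes in the atrium-like parts, as a hypothesis for the difference between the HO parts. Swapped labels of the parts would raise ventricular genes in the parts labelled atrium-like. Their median log2 fold change was -1.31 (exact permutation p = 0.3), and too few libraries keep this open, so swapped labels cannot be told apart from correct ones for these genes.
Sex of the cells differed. Xist was at 55.4 to 85.3 CPM in replicates 1 and 2 of both chambers of E11.5H and at 0 in replicate 3, where Ddx3y was at 62.8 and 54.4 CPM. All 6 HO libraries expressed Ddx3y, at 31.2 to 74.9 CPM, with Xist at 1.82 CPM or less. Of the genes past the threshold between atrium-like parts and atria 3.72% lie on chromosomes X and Y, against 3.62% of the genes tested. For the ventricle-like parts the shares were 3.71% and 3.64%, so genes on these chromosomes were not in excess. The shares cannot exclude sex as a cause, since E11.5H held cells of both sexes and effects on other chromosomes were not tested.
Between the HO parts the median log2 fold changes of the lists, atrium-like against ventricle-like, were -1.50 for pan-cardiomyocyte (limma's fry adjusted p = 0.277), -1.53 for atrial (limma's fry adjusted p = 0.238), -1.31 for ventricular, -2.07 for sinus node (limma's fry adjusted p = 0.180) and -0.84 for smooth muscle genes. Endothelial genes had 0.25, fibroblast and mesenchyme genes -0.014, epicardium genes -2.06, erythroid genes 0.31 and macrophage genes 0.061. Hepatocyte and visceral endoderm genes had 1.58, gut epithelium genes 1.74, neural genes -2.54 and cartilage genes -1.03. The pluripotency (-2.28) and skeletal muscle (1.27) lists had 1 gene tested each. Of the 16 lists 0 passed the adjustment, and 2 had an unadjusted p under 0.05. E11.5H expresses all genes of the cardiomyocyte (16), atrial, ventricular (8), sinus node (5), endothelial, smooth muscle (5), fibroblast (10), epicardium (5) and macrophage lists. It expresses 9 of 10 erythroid, 1 of 6 pluripotency, 6 of 10 neural, 6 of 7 cartilage and 4 of 6 skeletal muscle genes. Among the 106 genes are 1 ventricular, 1 sinus node, 1 fibroblast and 1 cartilage gene, and Tbx18 is in both the sinus node and epicardium lists.
Some genes that the paper stains or discusses in other samples had low levels in the HO parts. Gja5 (Cx40) was at 5.33 CPM or less in HOs and 147 to 235 CPM in E11.5H, and Nppa at 0.654 to 8.54 CPM in HOs and 1825 to 3209 CPM in E11.5H. Hemoglobin genes took 0.526 to 5.15% of the counts in E11.5H and at most 0.00196% in HOs. No explanation of these values was tested.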
